# Anti-VEGF therapy resistance in ovarian cancer is caused by GM-CSF-induced myeloid-derived suppressor cell recruitment

**DOI:** 10.1038/s41416-019-0725-x

**Published:** 2020-01-14

**Authors:** Naoki Horikawa, Kaoru Abiko, Noriomi Matsumura, Tsukasa Baba, Junzo Hamanishi, Ken Yamaguchi, Ryusuke Murakami, Mana Taki, Masayo Ukita, Yuko Hosoe, Masafumi Koshiyama, Ikuo Konishi, Masaki Mandai

**Keywords:** Ovarian cancer, Chemokines

## Abstract

**Background:**

The mechanism of resistance development to anti-VEGF therapy in ovarian cancer is unclear. We focused on the changes in tumour immunity post anti-VEGF therapy.

**Methods:**

The frequencies of immune cell populations and hypoxic conditions in the resistant murine tumours and clinical samples were examined. The expression profiles of both the proteins and genes in the resistant tumours were analysed. The impact of granulocyte–monocyte colony-stimulating factor (GM-CSF) expression on myeloid-derived suppressor cell (MDSC) function in the resistant tumours was evaluated.

**Results:**

We found a marked increase and reduction in the number of Gr-1 + MDSCs and CD8 + lymphocytes in the resistant tumour, and the MDSCs preferentially infiltrated the hypoxic region. Protein array analysis showed upregulation of GM-CSF post anti-VEGF therapy. GM-CSF promoted migration and differentiation of MDSCs, which inhibited the CD8 + lymphocyte proliferation. Anti-GM-CSF therapy improved the anti-VEGF therapy efficacy, which reduced the infiltrating MDSCs and increased CD8 + lymphocytes. In immunohistochemical analysis of clinical samples, GM-CSF expression and MDSC infiltration was enhanced in the bevacizumab-resistant case.

**Conclusions:**

The anti-VEGF therapy induces tumour hypoxia and GM-CSF expression, which recruits MDSCs and inhibits tumour immunity. Targeting the GM-CSF could help overcome the anti-VEGF therapy resistance in ovarian cancers.

## Background

Ovarian cancers represent the most lethal group of gynaecological malignancies, as most patients are diagnosed at an advanced stage.^1^ Despite advancements in chemotherapy and surgery, patients’ prognoses have not significantly improved over the last few decades.^2^ Bevacizumab, an anti-VEGF antibody and an anti-angiogenic agent, was approved as the first effective molecular therapeutic against ovarian cancer. Bevacizumab in a combination with standard cytotoxic chemotherapies and subsequently, for maintenance monotherapy, prolongs progression-free survival of advanced ovarian cancer patients.^3^ Although few cases achieve complete cancer clearance, most cases show a relapse during or after bevacizumab treatment.^4^ Bevacizumab reduces ascites effectively. However, the single agent is only modestly effective on suppressing tumour progression. Therefore, elucidating the mechanism of resistance to anti-VEGF therapy in ovarian cancer and overcoming the same is urgently required.

The acquisition of immune evasion by tumour cells is one of the major mechanisms of tumour progression,^5^ and mainly consists of immunosuppressive cells in the tumour microenvironment and loss of immune checkpoint signalling. We previously showed that expression of programmed cell death ligand-1 (PD-L1), an immune-checkpoint molecule, was associated with patients’ poor prognoses in ovarian cancer.^6,7^ Anti-PD-L1 antibody proved to be effective against recurrent ovarian cancer cases with platinum resistance.^8^ However, PD-1/PD-L1 blockade exhibited durable response to only a small portion of platinum-resistant ovarian cancer cases. Therefore, the elucidation of the other immunosuppressive mechanisms is required. We also showed that an infiltration of MDSCs into ovarian cancer is associated with patients’ poor prognosis.^9^ MDSCs, which exhibit an immunosuppressive ability in the tumour microenvironment, are defined as a heterogeneous population comprising myeloid lineage cells at various stages of differentiation that expand from bone marrow into peripheral organs, including the tumour microenvironment.^10^ Several studies have shown that infiltration of MDSCs is positively associated with the drug resistance as well as the tumour progression.^11^ Various chemoattractants for MDSCs have been reported;^12^ however, the most significant inducer of MDSCs in ovarian cancers remains unclear.

In general, GM-CSF is an essential factor for the differentiation and maintenance of myeloid cell lineage in bone marrow.^13^ Some reports showed that GM-CSF promoted recruitment of MDSC in tumour microenvironment;^14,15^ however, other reports showed that GM-CSF activated T-cell response in tumour.^16^ Furthermore, GM-CSF was reported to directly promote tumour cell proliferation.^17^ The role of GM-CSF in tumour microenvironment remains unclear. Furthermore, there is no available report that associates GM-CSF with resistance to antitumour agents.

In this study, we show that hypoxia in tumours induced by anti-VEGF antibody treatment induces GM-CSF expression, which causes MDSC recruitment into tumour sites, leading to immunosuppression and tumour progression, and in turn, resistance to anti-VEGF therapy.

## Methods

### Cell lines and tumour models

The OV2944-HM-1 (HM-1) mouse ovarian cancer cell line was purchased from RIKEN BioResource Center on January 2003 and cultured as described.^7^ The ID8 mouse ovarian cancer cell line and its *Vegf-a*-overexpressing derivative (ID8-Vegf) were kindly provided by Dr Katherine Roby on September 2009. These cells were cultured and maintained in RPMI1640 (Invitrogen, Carlsbad, CA, USA) supplemented with 10% foetal bovine serum (FBS), 100 U/mL penicillin and 100 g/mL streptomycin in a 5% CO_2_ atmosphere at 37 °C. Those tumours were proved to have immunogenicity, and often used for immunologic research. Histologically, ID8 and ID8-Vegf cells imitate adenocarcinoma.^18^ HM-1 cells were previously shown to express a high level of VEGF and have invasive characteristics.^19^ Throughout the work, we used ID8, ID8-Vegf and HM-1 cell lines passaged fewer than 30 times. All cells were regularly tested for mycoplasma contamination. Authentication of these cells with short tandem repeat analysis was not performed because they were derived from mice.

Female C57BL/6 (B6) mice were purchased from CLEA Japan (Tokyo, Japan) and B6C3F1 (C57BL6 × C3/He F1) mice from Charles River Japan (Yokohama, Japan). Animal experiments were approved by the Kyoto University Animal Research Committee, and animals were maintained under specific pathogen-free conditions. A total of 5 × 10^6^ ID8-Vegf or ID8-GFP control cells were inoculated intraperitoneally into B6 mice, and 1 × 10^6^ HM-1 cells were inoculated subcutaneously into the right flank of B6C3F1 mice. Anti-VEGF antibody (Genentech, South San Francisco, USA, clone B20-4-1-1) and anti-GM-CSF antibody (Bioxcell, West Lebanon, USA, clone MP1-22E9) treatment were initiated 4 days after the tumour inoculation and administered intraperitoneally at 5 mg/kg/mouse and 100 μg/mouse twice a week for 24 days, respectively. B20-4-1-1 is reported to be a cross-species reactive, function-blocking mAb targeting both human and murine VEGF-A.^20^ CXCR2 antagonist treatment (Tocris, UK, clone SB265610) was administered intraperitoneally at 2 mg/kg/mouse five times a week for 24 days. Subcutaneous tumour size and body weight were measured twice a week, and tumour volumes were calculated as volume = LD × SD^2^ × 0.4, where LD is the long diameter (mm) and SD (mm) is the short diameter of the tumour. B6 mice bearing peritoneal dissemination were sacrificed by carbon dioxide euthanasia when they suffered from massive ascites.

### Immunohistochemistry of mouse tumours

Mouse tumour cryosections (6 μm) were stained with anti-CD8 (Abcam, clone YTS169.4), anti-Gr-1 (BD Pharmingen, clone RB6-8C5) and anti-CD31 (BD Bioscience, clone MEC 13.3) antibodies as described.^9^ Hypoxyprobe^TM^-1 OMNI kit (HPI Inc., Burlington, USA) was used for detection of hypoxic area in mouse tumour samples following the manufacturer's protocol. Image J software was used for quantification of CD31-positive area and pimonidazole-positive area in tumour. For immunofluorescence staining, anti-IgG labelled with AlexaFluor 488 (Abcam, Kenbridge, UK) and AlexaFluor 594 (Abcam) were used as secondary antibodies. Nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) solution (Dojindo, Kumamoto, Japan). Fluorescence images were captured using a Keyence BZ-X700 microscope (Keyence, Osaka, Japan).

### Flow cytometry

Mice with tumour formation were euthanised by CO_2_ gas, and their spleens, femurs, tibias and tumours were collected. Cells were stained with the following antibodies (BioLegend, San Diego, USA) for 30 min at 4 °C: anti-mouse CD3 (clone 145-2C11), anti-mouse CD4 (clone RM4-5), anti-mouse CD8a (clone 53-6.7), anti-mouse CD45 (clone 30-F11), anti-mouse Gr-1 (clone RB6-8C5), anti-mouse CD11b (clone M1/70), anti-mouse Ly6G (clone 1A8), anti-mouse Ly6C (clone AL-21), anti-mouse F4/80 (clone BM8) and anti-mouse CD11c (clone N418). Non-viable cells were stained with 7-Amino-actinomycin D (AAD) staining solution or DAPI solution, or Zombie Aqua^TM^ and gated out. Matched isotype antibodies were used as controls. Data were acquired using a MACS Quant (Miltenyi Biotec, Bergisch Galdbach, Germany) and analysed by MACS Quantify (Miltenyi Biotec).

### Gene expression microarray analysis

HM-1 subcutaneous tumour specimens were collected after treatment with anti-VEGF antibodies or rat IgG control. The total RNA from the tissues was extracted by use of the RNeasy Mini Kit (QIAGEN, Venlo, The Netherlands). The total RNA expression was analysed by using the Mouse Transcriptome Assay 1.0 (Affymetrix, Santa Clara, CA, USA), and robust multi-array average normalisation was carried out using R (version3.2.3) software (https://www.r-project.org/). These microarray data were deposited in NCBI’s Gene Expression Omnibus, accession number GSE115944. A variant of Gene Set Enrichment Analysis, ssGSEA, was performed using R to evaluate the pathway activity with c2.all.v.6.2.format (http://software.broadinstitute.org/gsea/msigdb). Two groups were compared by use of SAM method for statistical analysis as previously described.^21^ Ovarian cancer specimens were obtained from 75 patients who underwent primary surgery at Kyoto University Hospital between 1997 and 2012 and prepared for gene expression microarray analysis. The data were previously deposited in the Gene Expression Omnibus (accession Nos: GSE 39204 and GSE55512).^7^

### Membrane-based cytokine array

HM-1 subcutaneous tumours were collected after treatment with anti-VEGF or rat IgG control. Tumour lysates were extracted, and Membrane based cytokine array (R&D, Minneapolis, USA, #ARY006) was performed by following the manufacturer's protocol. Spot intensities were quantified by Image Lab 2.0 software (Bio-Rad, Hercules, USA). Protein expression value was normalised with signal intensities of β-actin in the same membrane.

### ELISA

GM-CSF levels in mouse serum and tumour ascites were measured using a Mouse GM-CSF ELISA MAX Standard according to the manufacturer's instruction (BioLegend, San Diego, USA).

### Reverse transcription (RT)-PCR and real-time quantitative PCR

The total RNA was extracted from cells and frozen tissues using the RNeasy Mini Kit (QIAGEN, Venlo, The Netherlands). Transcriptor High Fidelity cDNA Synthesis Kit was used for cDNA synthesis (Roche Diagnostics, Roswell, GA, USA). For RT-PCR, the cDNAs were amplified using a C1000 Touch^TM^ thermal cycler (Bio-Rad, Hercules, USA). For real-time quantitative PCR, amplification of the target genes and *Gapdh* mRNAs was performed using a Light Cycler 480-II (Roche Diagnostics, Roswell, GA, USA). Relative target gene expression was estimated by dividing the threshold cycle (CT) value of the target gene by the *GAPDH* CT values.

### RelA silencing

RelA-specific siRNA (FlexiTube siRNA Qiagen, catalogue no. 1027416), and negative control siRNA (AllStars Negative Control siRNA, Qiagen) were transfected into cell lines using HiPerFect Transfection Reagent (Qiagen) as previously described.^22^

### Immunoblotting

Cell pellets were lysed with 1 × RIPA buffer (Thermo Fisher Scientific, Waltham, USA) containing a protease inhibitor cocktail (Nacalai Tesque, Kyoto, Japan) and a phosphatase inhibitor cocktail (Nacalai Tesque). Nuclear proteins were collected using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific) according to the manufacturer’s protocol. Proteins were subsequently separated by SDS-PAGE and transferred to nitrocellulose membranes. Membranes were immunoblotted with the following antibodies: Rabbit anti-NF-κB p65 (phospho S536) antibody (ab28856, 1:500 dilution, Abcam), rabbit anti-NF-κB p65 antibody (#8242, 1:1000 dilution, Cell Signaling), rabbit anti-GM-CSF antibody (ab9741, 1:2000 dilution, Abcam), rabbit anti-B-actin antibody (#4970, 1:2000 dilution, Cell Signaling) and rabbit anti-HDAC1 antibody (ab109411, 1:1000 dilution, Abcam). The bands were visualised using Molecular Imager Gel DocTMXR + and ChemiDocTMXRS + Systems with Image Lab 2.0 software (Bio-Rad).

### Chemotaxis assay

MDSC in vitro migration was evaluated in 24-well plates with transwell polycarbonate-permeable supports (8.0 μm) (Costar Corning, Cambridge, MA, USA). MDSCs (1.0 × 10^5^; > 90% Gr1 + CD11b + ) were plated in 100 μL of MEMα in the upper compartment 30 min after incubation with anti-GM-CSFRα Ab (10 μg/ml, R&D, Minneapolis, MN, USA), or IgG control Ab, and 500 μL of chemoattractant (ID8-Vegf cell or HM-1 cell tumour-conditioned media (TCM)) was added to the lower compartment. Plates were incubated at 37 °C with 5% CO_2_ for 3 h, and the number of MDSCs in the bottom compartment was counted using CountBright™ Absolute Counting Beads (Life Technology, Carlsbad, CA, USA). To obtain TCM, supernatants were collected from confluent cultures of HM-1 or ID8-Vegf cells cultured in MEMα or RPMI 1640 containing 10% serum.

### Myeloid cell generation assay

To generate in vitro-induced myeloid cells, bone marrow cells were harvested from the femurs and tibias of naive B6 mice. CD11b + population was isolated using auto magnetic-activated cell sorting (autoMACS Pro separator, Miltenyi Biotech). CD11b + cells (1 × 10^5^) were cultured in RPMI1640 supplemented with 10% FBS, 10 ng/mL GM-CSF and 50 μM mercaptoethanol in the absence or presence of 30% v/v tumour supernatant from confluent ID8-Vegf cells in six-well plates. The cultures were maintained at 37 °C in 5% CO_2_ for 5 days. The medium containing each substance was replaced on day 3, and the cells were collected on day 5 for flow cytometric analysis.

### MDSC suppression assay

The in vitro-induced myeloid cell population was collected using Detachin Cell detachment solution (Genlantis, San Diego, USA). Carboxyfluorescein succinimidyl ester (CFSE) (10 μM) was added to the cell suspension (1 × 10^7^ cells/mL) of T cells separated from splenocytes of a wild-type C57BL/6 mouse using mouse Pan T-cell isolation kit (Miltenyi Biotech). Myeloid cells were added to CFSE-labelled T cells at different ratios, harvested in 96-well plates and activated with Dynabeads Mouse T-activator CD3/28 (VERITAS, Tokyo, Japan) for 72 h at 37 °C. T-cell proliferation was evaluated with flow cytometry.

### Immunohistochemical analysis of an ovarian cancer case

Surgical specimens from patients with endometrioid ovarian cancer who underwent primary surgery at Kindai University Hospital were collected after approval of the study protocol by the Institutional Ethical Committee. We selected a recurrence case after the combination therapy of paclitaxel, carboplatin and bevacizumab. The relevant clinical data were collected by retrospective review of patient files. Immunostaining was performed using the streptavidin–biotin–peroxidase method as previously described.^6^ For HIF1α, GM-CSF, NF-kB, CD33 and CD8, the samples were incubated with rabbit anti-HIF1α polyclonal antibodies (Abs, ab46154, 1:200 dilution, Abcam, Cambridge, UK), rabbit anti-GM-CSF Abs (clone SP35, 1:100 dilution, Cell-Marque, Rocklin, CA, USA), rabbit anti-NF-κB polyclonal antibody (clone Phospho S536, 1:200 dilution, Abcam, Cambridge, UK), mouse anti-CD33 monoclonal Abs (clone PWS44, 1:200 dilution, Leica Biosystems, Nussloch, Germany) and mouse anti-CD8 Abs (clone C8/144B, 1:100 dilution, Nichirei Biosciences, Tokyo, Japan).

### Statistical analysis

For all experiments, quantitative data are shown as average ± SEM from three independent experiments. Group comparisons were performed by using a Mann–Whitney U test. Univariate prognostic analysis was done using a log-rank test. All statistical analyses were performed using Graph Pad Prism 6.0. *P* < 0.05 was considered statistically significant.

## Results

### Anti-VEGF therapy increases MDSC number and reduces CD8 + cell number in tumour

We treated different mouse ovarian cancer models—HM-1 subcutaneous tumour model, ID8 peritoneal tumour model and ID8-Vegf peritoneal tumour model—with anti-VEGF antibody. We observed that tumour growth was slightly inhibited by anti-VEGF therapy in HM-1 tumour model and ID8-Vegf peritoneal tumour model (Fig. 1a, b). On the other hand, ID8 peritoneal tumour-bearing mice were almost completely cured by anti-VEGF antibody (Supplementary Fig. S1). These results indicate that the efficacy of anti-VEGF therapy is different between tumours. Previously, we have shown that VEGF expression in ovarian cancer induces MDSCs and promotes tumour progression through immunosuppression.^9^ Contrary to expectations, in anti-VEGF antibody-treated HM-1 tumour, MDSC numbers were increased, whereas CD8 + lymphocyte numbers were decreased (Fig. 1c–e). These results suggest that anti-VEGF therapy alters the tumour microenvironment, and compensatory signals induce resistance to anti-VEGF therapy through induction of MDSCs in the tumour.

**Fig. 1:**
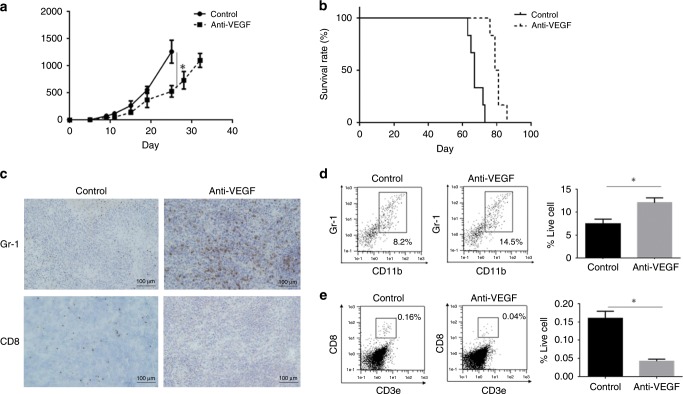
Anti-VEGF therapy induces MDSCs and decreases CD8+lymphocytes in tumour. **a** Growth of HM-1 tumours treated with anti-VEGF antibody (dotted black line) or rat IgG control (solid black line) (*n* = 6, *P < 0.05). Data are represented as mean ± SEM. **b** Survival analysis of ID8-Vegf tumour-bearing mice treated with anti-VEGF antibody (dotted black line) or rat IgG control (solid black line) (*n* = 6, **P < 0.005). **c** Representative immunostaining images of HM-1 treated with or without anti-VEGF antibody for Gr-1 and CD8. Scale bar, 100 μm. **d**, **e** Proportions of CD11b + Gr1 + cells and CD3e + CD8 + cells in HM-1 tumour. *P < 0.05. Data are represented as mean ± SEM.

### Hypoxia induced by anti-VEGF therapy recruits MDSCs

To identify varying signals in HM-1 tumour after anti-VEGF therapy, we performed pathway analysis based on a gene expression microarray (Supplementary Table S1). 

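The microarray compared 4 HM-1 tumours of mice given anti-VEGF antibody at 5 mg/kg with 4 tumours of mice given rat IgG, with 1 array per tumour. HM-1 is a mouse ovarian cancer line, whose cells had been injected under the skin. The paper gives day 4 as the start of treatment, and the sample labels give day 3. The labels also state that tumours were collected at a long diameter of 1.5 cm. Total RNA was hybridised to an Affymetrix mouse transcriptome array. The deposited values are described as log2 expression after robust multi-array average normalisation by the authors. The paper's text does not name how the probe sets of the deposited table were chosen. Of these, 11713 had 1 gene symbol, 787 had several and 766 had none. Only probe sets with 1 symbol were used, with the probe set of the highest mean for each gene. Array data have no read depth, and the number of arrays limits the precision.
The arrays of the groups differed in the spread of their values. The standard deviation over genes was 1.43, 1.57, 1.12 and 1.66 on control arrays 1 to 4 and 1.99, 2.07, 2.07 and 2.08 on anti-VEGF arrays 1 to 4. The normalisation named includes a step that gives the probes of all arrays 1 distribution, and the paper's text does not address the difference in spread. Control array 3 correlated least with the other arrays (Pearson r 0.773 to 0.869). Dim genes were lower and bright genes higher on the anti-VEGF arrays. The median log2 fold change was -1.07 in the tertile of genes with the lowest mean level, -0.45 in the middle tertile and 0.60 in the highest. It was -0.44 over all genes, and -0.028 after the arrays were quantile-normalised again. The 1269 olfactory and vomeronasal receptor genes, which serve smell in sensory neurons, had a median log2 fold change of -1.30, and 1194 of them fell at an adjusted p under 0.05 from limma. Genes of pancreatic acinar cells, which make digestive enzymes, had a mean log2 expression of 10.35, 9.58, 8.87 and 10.13 on control arrays 1 to 4. On anti-VEGF arrays 1 to 4 it was 9.06, 4.21, 4.63 and 6.55.

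**Figure D1:**
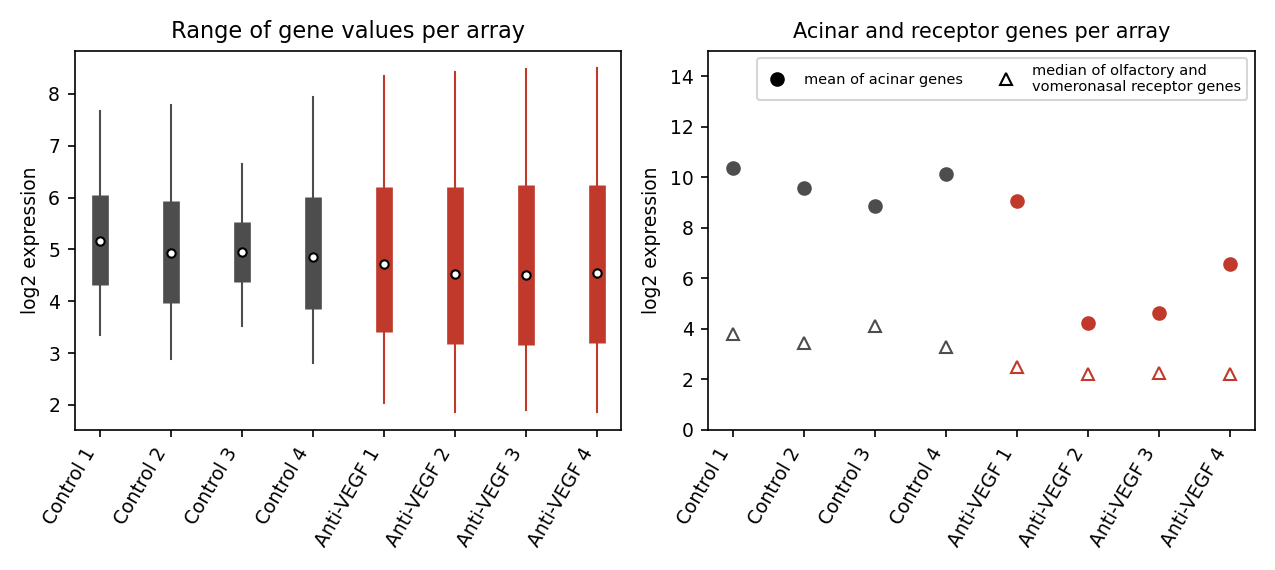
Left, log2 expression of all genes on each array, with the median (point), the 25th to 75th percentiles (thick bar) and the 5th to 95th percentiles (thin line). Right, mean log2 expression of 26 pancreatic acinar genes (circles) and median log2 expression of 1269 receptor genes (triangles) on each array, control in grey and anti-VEGF in red. The anti-VEGF arrays span a wider range than the control arrays, and anti-VEGF array 1 has an acinar mean of 9.06.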

HIF-1α-related hypoxic pathways, NF-κB signalling pathways and cytokine-related pathways were upregulated in tumour treated with anti-VEGF antibody (Fig. 2a). 

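On the deposited scale, genes of the response to low oxygen were higher on the anti-VEGF arrays, where bright genes as a whole were higher too. *Hif1a*, which encodes the oxygen-regulated subunit of HIF-1, had a log2 expression of 8.86 ± 0.23 (SD, n = 4) with anti-VEGF antibody and 7.14 ± 0.60 (SD, n = 4) in control tumours. This was a log2 fold change of 1.72 (standard error 0.28, adjusted p = 0.00134 from limma). All genes of the same level had a median log2 fold change of 0.99. Of 16 measured genes that HIF induces, 12 rose and 1 fell. Among those that rose were *Ero1a*, an oxidase of protein folding (log2 fold change 1.89), *Kdm3a*, a histone demethylase (1.69), *Slc2a1*, a glucose transporter (1.49), and *Pgk1*, a glycolytic enzyme (1.20). All 6 measured genes of glycolysis rose, of which 2 had a negative value after quantile normalisation. The HIF target list had been written with 45 genes and that of glycolysis with 20, so most were not among the genes tested.
Further lists were written for the pathways named in Fig. 2a, from general knowledge and not as copies of the MSigDB sets. These too were measured only in part. Of the genes written, 8 of 15 were tested for the HIF pathway, 9 of 20 for HIF-1α regulation and 11 of 28 for the NF-κB pathway. The shares were 18 of 38 for NF-κB targets, 10 of 29 for TNFR1, 8 of 15 for IL-10 and 12 of 33 for IL-1. In the HIF pathway list 5 of 8 genes rose, among them *Cops5* (1.44), and 1 fell (*Epo*, -0.49). In the list of HIF-1α regulation 8 of 9 rose and none fell, and *Eloc*, a part of the ubiquitin ligase that marks HIF-1α for decay, had a value of 1.47. *Hif1an*, which encodes an oxygen-dependent inhibitor of HIF-1α, had a value of 1.08. In the NF-κB pathway list 7 of 11 rose and none fell. These included *Rela* (1.03), *Il1r1* (1.53), the kinase gene *Map3k7* (1.42) and the inhibitor gene *Nfkbia* (1.24). Of 18 NF-κB target genes, 7 rose, among them *Ptgs2* (1.22) and *Ier3* (1.15), and 2 fell, among them *Ccl20* (-1.19). In the TNFR1 pathway list 7 of 10 rose, none fell, and *Casp8* (1.68), *Prkdc* (0.77) and *Bag4* (0.69) were among them. In the IL-10 pathway list 2 of 8 rose, *Il10ra* (0.70) and *Il1a* (0.41). *Il10* itself fell by 0.78, and its value was 0.056 after quantile normalisation. In the IL-1 pathway list 11 of 12 rose and none fell, including *Casp1* (2.27), *Ube2n* (1.56) and *Irak3*, an inhibitor of IL-1 signalling (0.91). Adjusted over the list alone, the counts were the same except that 1 NF-κB target fell.
In limma's camera test with the preset correlation, each of the 9 lists was higher than the other genes. The adjusted p was 0.0479 for HIF pathway, 0.000302 for HIF-1α regulation, 1.03e-05 for HIF targets, 0.000868 for glycolysis, 0.00074 for NF-κB pathway, 0.0208 for NF-κB targets, 0.00102 for TNFR1, 0.0479 for IL-10 and 1.03e-05 for IL-1. With an estimated correlation the adjusted p was 0.406 for each of them. Bright genes as a whole rose on these arrays. The median log2 fold change of each list and of random lists matched on level was 0.60 and 0.36 for HIF pathway, 1.08 and 0.52 for HIF-1α regulation, 0.90 and 0.59 for HIF targets, 1.00 and 0.77 for glycolysis, 0.53 and 0.58 for NF-κB pathway, 0.30 and 0.26 for NF-κB targets, 0.65 and 0.20 for TNFR1, 0.38 and 0.11 for IL-10, and 1.13 and 0.77 for IL-1. Of the 9 lists only HIF-1α regulation, at percentile 98.4, lay in the upper 2.5% of its matched lists. The random genes were drawn independently, so these percentiles do not allow for correlation between the genes of a list. That correlation was estimated at 0.537 for HIF-1α regulation. The 26 pancreatic acinar genes fell on the same arrays, with a median log2 fold change of -4.22.
After quantile normalisation of the arrays, the camera test stayed past its threshold for TNFR1 (adjusted p = 0.0173) and IL-1 (0.0318) among the 9 lists. Both missed it after cyclic loess (0.0632 and 0.0954), a setting chosen after seeing the data. Quantile normalisation also ended the calls of *Rela*, *Nfkbia*, *Il1r1*, *Eloc*, *Epo*, *Ccl20*, *Ier3*, *Casp8*, *Pgk1* and *Ube2n*. Among these the log2 fold change was then 1.09 for *Ube2n* (limma adjusted p = 0.0866) and 0.92 for *Casp8* (0.0540), but 0.25 for *Ier3* (0.592) and 0.23 for *Rela* (0.380). Of the genes of each list, 2 of the HIF pathway, 3 of HIF-1α regulation, 4 of the HIF targets, 1 of glycolysis, 2 of the NF-κB pathway, 1 of the NF-κB targets, 3 of TNFR1, 2 of IL-10 and 4 of IL-1 were then higher, and 1 of IL-1 was lower. *Hif1a* (0.87), *Kdm3a* (1.36), *Ero1a* (1.07) and *Slc2a1* (0.73) were still higher at an adjusted p under 0.05 from limma. With single arrays left out, the genes that rose were 3 in the HIF pathway (without control 2 or anti-VEGF 2, 3 or 4), 5 in HIF-1α regulation (without control 2 or any anti-VEGF array), 4 in the NF-κB pathway (without anti-VEGF 2, 3 or 4) and 1 in IL-10 (without control 2 or anti-VEGF 2, 3 or 4; 4 without control 1). The camera call of the HIF pathway ended without control 1 or 3 or anti-VEGF 4 (highest adjusted p 0.0563) and that of IL-10 without control 2 or anti-VEGF 3 or 4 (0.0693). The call of *Epo* ended in 6 of 8 cases (highest adjusted p 0.131 from limma) and that of *Il1a* without control 2 or anti-VEGF 2, 3 or 4 (0.102).
From the pathway scores in Fig. 2a the paper states that these pathways were upregulated. Together with its staining for vessels and hypoxia, and with Gr-1 cells that were more frequent where tumours were hypoxic, it proposes that hypoxic tumour cells sent signals that attracted MDSCs.

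**Figure D2:**
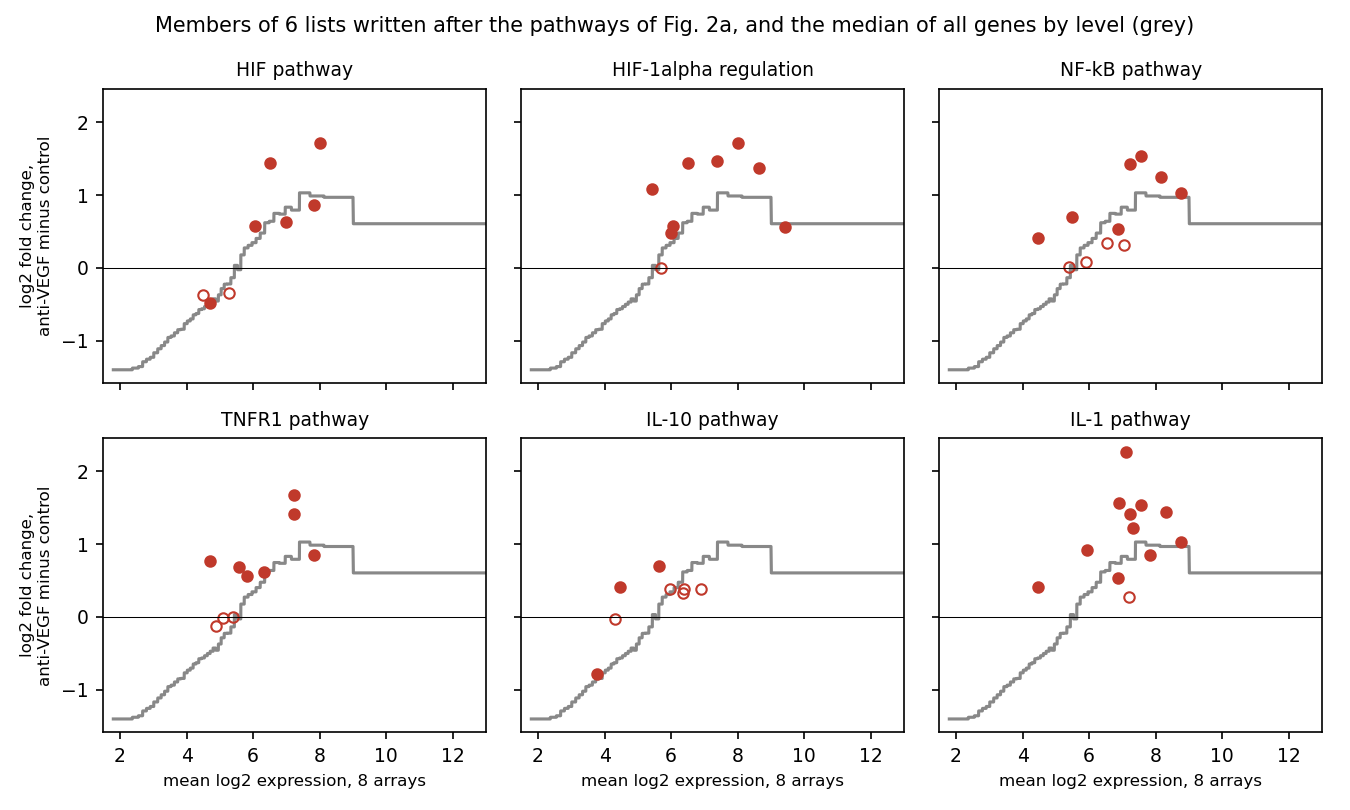
Log2 fold change (anti-VEGF minus control) of each measured gene of 6 lists written after the pathways of Fig. 2a, against the mean log2 expression of the gene on 8 arrays. Filled points passed an adjusted p under 0.05 from limma, and the grey line is the median of all genes of the same level. In the IL-1 pathway 11 of 12 points are filled, and 1 filled point of the HIF pathway lies below 0.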

Immunohistochemical analysis showed that anti-VEGF therapy decreased the number of tumour vessels and increased the hypoxic area in the tumour microenvironment (Fig. 2b, c). Moreover, Gr-1 + MDSCs were found to be preferentially enriched in the hypoxic area (Fig. 2d). These results suggest that MDSCs were chemoattracted by some signals from hypoxic tumour cells induced by anti-VEGF therapy.

**Fig. 2:**
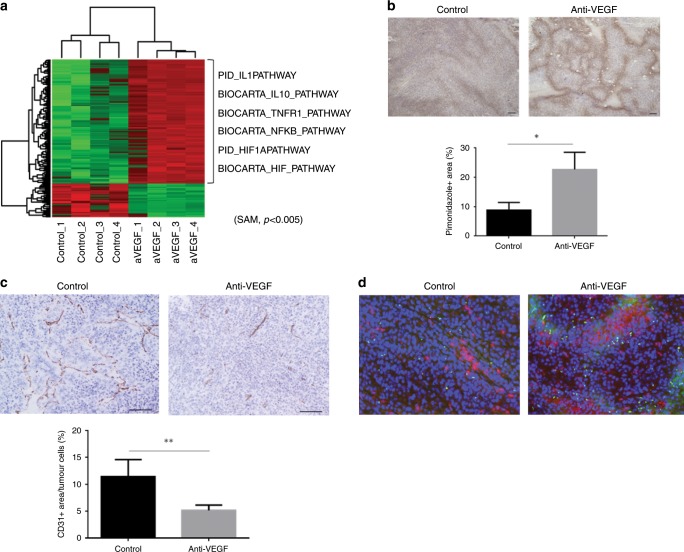
Anti-VEGF therapy induces tumour hypoxia and attracts MDSCs. **a** Pathway analysis based on gene expression microarray of HM-1 tumours treated with anti-VEGF antibody or control (*n* = 4, *P < 0.005). Heatmap shows different pathway scores calculated by ssGSEA. **b** Immunostaining of HM-1 tumours with hypoxic probe, pimonidazole. Scale bar, 100 μm. Percentages of pimonidazole + area in tumour cells were analysed (*P < 0.05). Data are represented as mean ± SEM, *n* = 5 per group. **c** Immunostaining of HM-1 tumours for CD31. Scale bar, 100 μm. Percentages of CD31 + area in tumour cells were analysed (*P < 0.05). Data are represented as mean ± SEM, *n* = 5 per group. **d** Immunofluorescence staining of HM-1 tumours for pimonidazole and Gr-1. Green shows pimonidazole-positive cells, red shows Gr-1-positive cells and blue shows 4′,6-diamidino-2-phenylindole (DAPI)-stained nuclei.

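Scores of the 6 pathways named in Fig. 2a were computed for each tumour from lists of their genes. An ssGSEA score measures how far the genes of a list stand towards the top of all genes ranked within 1 array. The TNFR1 pathway had a score of 0.247 ± 0.0125 (SD, n = 4) in tumours treated with anti-VEGF antibody and 0.172 ± 0.0244 (SD, n = 4) in control tumours. The difference of 0.0757 had a permutation p of 0.000673 by SAM, pooled over all sets scored. The IL-10 pathway scored 0.158 ± 0.0106 against 0.115 ± 0.0132 in controls (permutation p = 0.0017 by SAM). HIF-1α regulation scored 0.352 ± 0.0062 against 0.290 ± 0.0326 (permutation p = 0.00363), and the IL-1 pathway 0.384 ± 0.00829 against 0.322 ± 0.0332 (permutation p = 0.00413). These 4 lists passed the threshold of 0.005 that the legend gives. The HIF pathway scored 0.255 ± 0.00507 against 0.229 ± 0.0103 (permutation p = 0.00556), and the NF-κB pathway 0.317 ± 0.00359 against 0.284 ± 0.0287 (permutation p = 0.0354). For each of the 6 lists every anti-VEGF tumour scored higher than every control tumour, with a two-sided exact p of 0.0286, the smallest that 4 tumours against 4 allow. The scores of HIF targets, glycolysis and NF-κB targets missed 0.005 (permutation p = 0.0215, 0.595 and 0.243 by SAM).
The difference in score lay at percentile 98.9 of random lists matched on level for TNFR1, 99.2 for IL-1, 98.0 for HIF-1α regulation, 82.5 for NF-κB pathway, 81.9 for IL-10 and 69.7 for HIF pathway. Pooled over the fixed lists and 600 Reactome sets, SAM used all 70 assignments of the arrays, the real one included. A permutation p under 0.0286, the smallest exact p, therefore also reflects where a list stands among all sets. It is not a test of that list alone. With each of the 8 arrays left out in turn, HIF-1α regulation missed the threshold 6 times, IL-10 5 times and IL-1 6 times (highest permutation p 0.0143, 0.00597 and 0.0139), and TNFR1 passed each time (highest 0.00148). With the replicate number as a block these 3 lists also missed it (permutation p = 0.0133, 0.00863 and 0.00942), and TNFR1 passed (0.00334). Without the lowest tertile of genes by level the IL-10 difference was 0.00748 (permutation p = 0.601), and without genes below the median level 0.000109 (0.994). With the acinar level of each array as a covariate, chosen after seeing the data, the 4 lists had an unadjusted limma p of 0.0158 for TNFR1, 0.0438 for IL-10, 0.0346 for HIF-1α regulation and 0.0670 for IL-1.

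**Figure D3:**
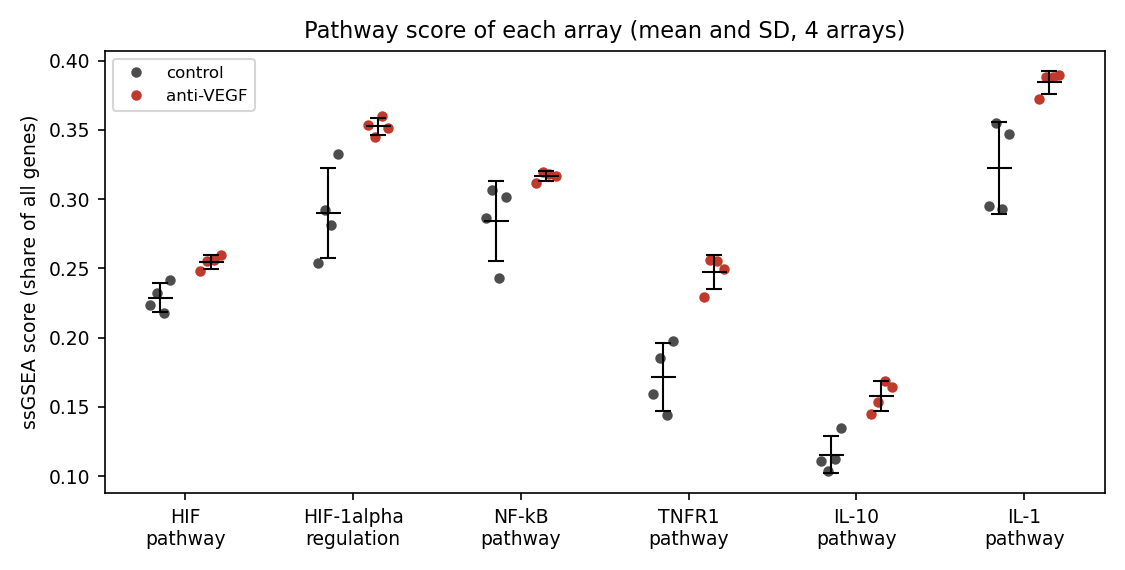
ssGSEA score of each tumour for 6 lists written after the pathways of Fig. 2a, control in grey and anti-VEGF in red, with the mean and SD of 4 tumours in black. The vertical axis is the score as a share of all genes and does not start at 0. In each list the 4 anti-VEGF tumours lie above the 4 control tumours.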

### GM-CSF expression in tumour microenvironment is upregulated after anti-VEGF therapy

To identify which soluble factors, including cytokines and growth factors, are altered by anti-VEGF therapy, we performed membrane-based protein array analysis using HM-1 tumour lysates. We noticed that GM-CSF was one of the proteins with the maximum changes in expression levels (Fig. 3a, b; Supplementary Table S2). Serum GM-CSF levels were also higher in anti-VEGF antibody-treated mice (Fig. 3c). In addition, in ID8-Vegf peritoneal dissemination mouse model, GM-CSF levels in the tumour ascites were higher in the anti-VEGF antibody-treated group (Fig. 3d), indicating that anti-VEGF therapy enhances GM-CSF levels in the tumour microenvironment.

**Fig. 3:**
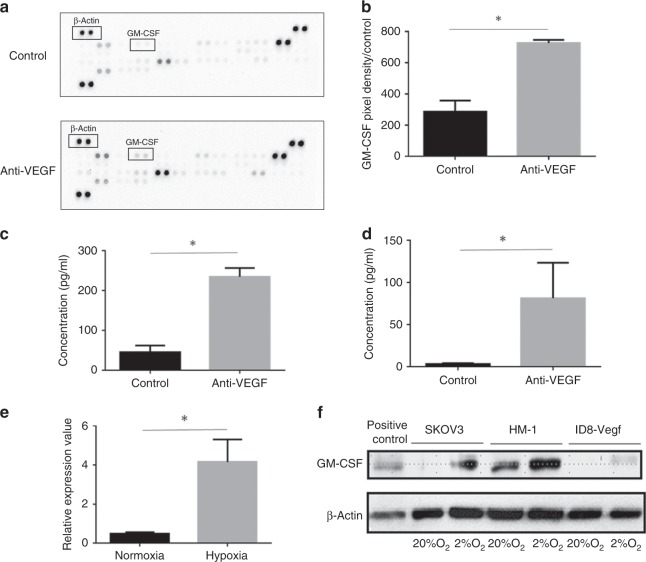
Expression of GM-CSF is upregulated in a-VEGF abs-treated tumour. **a** The representative pictures of membrane cytokine array of HM-1 tumour lysates treated with anti-VEGF antibody or control. **b** GM-CSF expression values of HM-1 tumour lysates based on membrane array analysis (*n* = 4, *P < 0.05). Each spot density was normalised with densities of β-actin. Data are represented as mean ± SEM. **c** GM-CSF protein levels in serum of HM-1 tumour-bearing mice treated with anti-VEGF antibody or control (*n* = 6, *P < 0.05). Data are represented as mean ± SEM. **d** GM-CSF protein concentrations in ascites of ID8-Vegf tumour-bearing mice treated with anti-VEGF antibody or control (*n* = 6, *P < 0.05). Data are represented as mean ± SEM. **e** Quantitative PCR analysis of Gm-csf gene expression in HM-1 cells cultured under normoxic or hypoxic conditions. Data are represented as mean ± SEM, *n* = 5 per group. **f** GM-CSF protein expression in HM-1, ID8-Vegf and SKOV3 cells cultured under normoxic or hypoxic conditions.

### GM-CSF is upregulated under hypoxic conditions through the NF-κB pathway

To identify the mechanism of GM-CSF upregulation after anti-VEGF treatment, mouse ovarian cancer HM-1 and ID8-Vegf cells and human ovarian cancer SKOV3 cells were cultured under hypoxic conditions. GM-CSF expression, along with VEGF-A and Cox 2 levels, was upregulated under hypoxic conditions (Fig. 3e, f; Supplementary Fig. S2a) GM-CSF protein levels were also found to be higher in human ovarian cancer cells under hypoxic conditions (Fig. 3f). GM-CSF expression was not upregulated and cultured with CoCl_2_, which activates the HIF1-α signalling pathway (Supplementary Fig. S2b). We then examined the changes in NF-κB signalling activity, which regulates expression of various cytokines in ovarian cancer cells under hypoxic conditions. Expression levels of NF-κB subunits in ovarian cancer cells were upregulated under hypoxic conditions (Fig. 4a). We next examined if GM-CSF upregulation under hypoxic conditions was mediated through activation of NF-κB signalling. Silencing NF-κB expression inhibited the upregulation of GM-CSF in hypoxic conditions (Fig. 4b–d), suggesting that hypoxic tumour cells upregulate GM-CSF expression through the activation of NF-κB signalling.

**Fig. 4:**
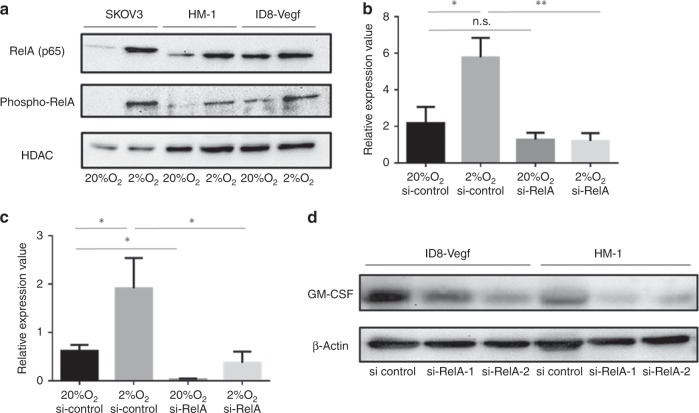
Upregulation of GM-CSF expression under hypoxia is mediated via the NF-κB pathway. **a** Protein expression of RelA (p65), a component of NF-κB in HM-1, ID8-Vegf and SKOV3 cells under normoxic or hypoxic conditions. **b** Quantitative PCR analysis of Gm-csf gene expression in HM-1 cells cultured under normoxic or hypoxic conditions with NF-κB gene silencing (*P < 0.05, **P < 0.01). Data are represented as mean ± SEM, *n* = 5 per group. **c** Quantitative PCR analysis of Gm-csf gene expression in ID8-Vegf cells cultured under normoxic or hypoxic conditions with NF-κB gene silencing (*P < 0.05). Data are represented as mean ± SEM, *n* = 5 per group. **d** GM-CSF protein expression in HM-1 and ID8-Vegf cells cultured under hypoxic conditions with NF-κB gene silencing.

### GM-CSF expression in tumour microenvironment induces immunosuppressive MDSCs

To examine the effect of GM-CSF on migration of MDSCs in tumour microenvironment, we performed chemotaxis assay using HM-1 and ID8-Vegf cell tumour supernatants, respectively. We observed an increase in the number of migrating MDSCs towards hypoxic tumour cell supernatants, and an inhibition of GM-CSF signalling suppressed this migration of MDSCs (Fig. 5a). GM-CSF is reported to be an essential factor for myeloid cell differentiation and maintenance in the bone marrow.^13^ We performed an ex vivo MDSC generation assay to examine the impact of GM-CSF on differentiation of MDSCs in tumour microenvironment. CD11b + myeloid cells differentiated into macrophages and dendritic cells in the absence of tumour cell supernatant, whereas CD11b + myeloid cells differentiated into MDSCs upon supplementation with tumour cell supernatant enriched in GM-CSF (Supplementary Fig. S3; Fig. 5b). Myeloid cells generated in the medium containing tumour cell supernatant suppressed proliferation of CD8 + T cells (Fig. 5c). These results indicate that GM-CSF in the tumour microenvironment promoted the myeloid cell differentiation into immunosuppressive MDSCs.

**Fig. 5:**
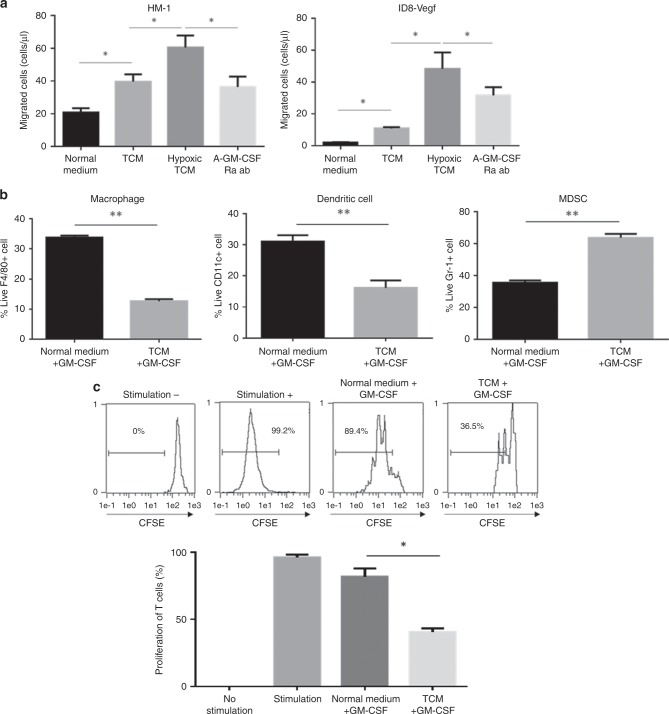
The impact of GM-CSF signals on MDSC migration and differentiation. **a** The number of migrated Gr-1 + cells in response to HM-1 or ID8-Vegf cell-conditioned medium cultured under normoxic or hypoxic conditions. Gr-1 + cells were treated with rat IgG control or anti-GM-CSFRa antibody *P < 0.05. Data are represented as mean ± SEM, *n* = 5 per group. **b** Flow cytometric analysis for the presence of TAM, DC and MDSCs induced by in vitro generation assay. CD11b + cells were cultured in the presence of GM-CSF with or without ID8-Vegf cell conditioned medium. **P < 0.005. Data are represented as mean ± SEM, *n* = 5 per group. **c** The proportions of proliferation of CD8 + T cells after co-culture with in vitro-induced myeloid cells. The histogram shows the percentages of proliferated T cells. *P < 0.05. Data are represented as mean ± SEM. *n* = 4 per group.

### Anti-GM-CSF antibody therapy enhances the efficacy of anti-VEGF therapy by reducing MDSCs

To examine whether the inhibition of GM-CSF signalling could enhance the efficacy of anti-VEGF therapy, we treated mice with a combination of anti-VEGF antibody and anti-GM-CSF antibody. Anti-GM-CSF antibody monotherapy was moderately effective; however, the addition of anti-GM-CSF antibody enhanced the therapeutic efficacy of anti-VEGF antibody (Fig. 6a, b). As a result of the combination therapy, MDSC numbers in the tumour were significantly decreased (Fig. 6c, d), whereas CD8 + T-cell numbers in the tumour showed an increase (Fig. 6e). We analysed the percentage of granulocytic MDSCs (G-MDSCs) and monocytic MDSCs (M-MDSCs), which are subpopulations of MDSCs, upon a combined treatment, and found that both of these populations showed a marked reduction, when compared with the anti-VEGF treatment alone (Supplementary Fig. S4). We also tried a combination therapy of anti-CXCR2 antagonist and anti-VEGF antibody, since CXCR2 ligand, CXCL2 is a known chemoattractant for MDSCs, and its upregulation was observed in the protein array (Supplementary Table S2). Although Anti-CXCR2 antagonist monotherapy showed moderate efficacy, anti-CXCR2 antagonists in combination with anti-VEGF antibody did not show a synergistic enhancement in the therapeutic efficiency (Supplementary Fig. S5a). We treated lymphocyte-deficient mice with the combination of anti-VEGF and anti-GM-CSF antibodies, and observed no discernible change in the efficiency of therapy in comparison with only anti-VEGF antibody treatment (Supplementary Fig. S5b). These results suggest that the resistance to anti-VEGF therapy is associated with GM-CSF-mediated expansion of MDSCs resulting in lymphocyte suppression.

**Fig. 6:**
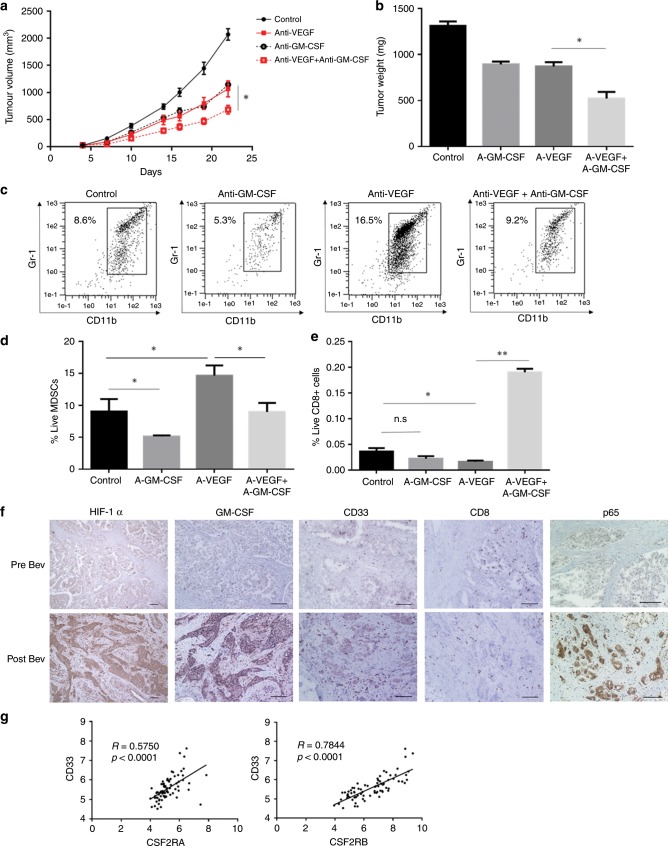
A-GM-CSF abs enhances the efficacy of a-VEGF abs against HM-1 tumours via lymphocyte activation. **a** Growth curves of HM-1 tumours in B6C3F1 mice under different treatments as indicated: black solid line indicates rat IgG control. Black dotted line indicates anti-VEGF antibody. Red solid line indicates anti-GM-CSF antibody. Red dotted line indicates a combination of anti-VEGF antibody and anti-GM-CSF antibody (*n* = 6, *P < 0.05). Data are represented as mean ± SEM. **b** Tumour weight of HM-1 tumours treated with different treatments (*n* = 6, *P < 0.05). Data are represented as mean ± SEM. **c** The representative figures of dot plots for MDSCs in HM-1 tumour in different treatment groups. **d** The frequencies of CD11b + Gr1 + cells in HM-1 tumour to tumour live cells (*n* = 6, *P < 0.05). Data are represented as mean ± SEM. **e** The frequencies of CD8 + cells to tumour live cells in HM-1 tumour treated with a-VEGF abs and/or a-GM-CSF abs (*n* = 6, *P < 0.05). Data are represented as mean ± SEM. **f** The representative images of immunohistochemistry of ovarian cancer clinical samples for HIF1a, GM-CSF, NF-κB, CD33 and CD8. The case received combination therapy of paclitaxel, carboplatin and bevacizumab after probe laparotomy. Resistant tumours against bevacizumab therapy were secondary resected. Scale bar, 100 μm. **g** The correlation analysis of expression values of CD33 and CSF2 receptors in ovarian cancer samples in Kyoto University (*n* = 74).

### Bevacizumab induces GM-CSF and MDSCs in clinical setting

We examined GM-CSF expression and MDSC infiltration in a pair of clinical ovarian cancer tumour samples before and after bevacizumab treatment from the same patient. The case was clinically refractory to bevacizumab treatment. HIF1-α, NF-κB and GM-CSF expression levels in tumour were higher, and CD33 + MDSCs showed an increased retention in the tumour stroma, whereas CD8 + lymphocyte numbers in tumour epithelium were markedly reduced after bevacizumab treatment (Fig. 6f). In both ovarian cancer data sets of our samples^7^ and The Cancer Genome Atlas (TCGA),^23^ expression of CD33 was positively correlated with expression of CSF2RA/B that is the receptor for GM-CSF (Fig. 6g; Supplementary Fig. S6a), indicating that GM-CSF could be an inducer of MDSCs. We analysed another expression microarray data set of a glioma xenograft that was treated with bevacizumab.^24^ The bevacizumab-treated set showed an upregulation in the expression of GM-CSF, and genes in hypoxia, NF-κB and myeloid cell maturation signalling pathways (Supplementary Fig. S6b), indicating that similar signalling also occurs in other tumour types.

## Discussion

Effective ovarian cancer treatment requires overcoming the resistance to available therapeutic options such as bevacizumab and also increasing the sensitivity of tumours to the same. Ovarian cancer is classified into four molecular subtypes on the basis of gene expression profiles as mesenchymal, proliferative, differentiated and immunoreactive, respectively.^22^ It has been reported that patients’ prognoses and sensitivity to drugs were different between these subtypes.^25^ Recently, Kommoss S et al. showed that bevacizumab treatment was beneficial in proliferative and mesenchymal cancers, but not for immunoreactive cases.^26^ These reports indicate that immune signalling in tumours contributes to bevacizumab resistance. In this study, the efficacy of anti-VEGF antibody was found to be different between ID8 and ID8-Vegf tumours (Supplementary Fig. S1). Previously, we reported that infiltrating MDSC numbers were increased in ID8-Vegf tumour as compared with those in ID8 tumour, which ultimately leads to immunosuppression.^9^ Tumour-infiltrating Gr-1 + MDSCs are reported to contribute to the resistance to anti-VEGF therapy in another tumour model.^27^ Taken together, these results indicate that immunosuppression caused by MDSCs is potentially associated with resistance to anti-VEGF antibody.

VEGF is an angiogenic as well as an immunosuppressive factor, which inhibits the maturation of dendritic cells and lymphocyte activity.^28^ Previously, we showed that VEGF signalling directed MDSCs into the tumour site.^9^ We hypothesised that anti-VEGF therapy reduced MDSC localisation to tumours as previously reported.^29^ However, experimental evidence showed that infiltrating MDSC numbers showed a marked increase, and CD8 + lymphocyte numbers showed a significant reduction in tumour sites after anti-VEGF antibody treatment in this study, in both murine models and clinical samples (Fig. 1c, d, 6f). One of the likely causes could be the fact that anti-VEGF therapy induces disruption of tumour vessels and consequent hypoxia, which results in dramatic changes in various signalling cascades in the tumour microenvironment, as seen in microarray analysis (Fig. 2a). 

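The measured values differed widely between the groups, well beyond the pathways of hypoxia, on arrays whose spread differed as well. Of the genes tested, 2220 rose and 5427 fell with anti-VEGF antibody at an adjusted p under 0.05 from limma. Of those that fell, 3500 were in the tertile of genes with the lowest mean level. After the arrays were quantile-normalised again, 870 rose and 518 fell, and 998 genes were called in the same direction both ways. A change of at least 2-fold was found for 1093 genes that rose and 2508 that fell. The groups did not overlap for 61.3% of the genes, where chance gives 2.86%, a share that does not allow for the difference in spread between the arrays.
Among the largest increases were small nucleolar RNAs, which guide the modification of ribosomal RNA. *Snord72* had a log2 fold change of 3.93 (standard error 0.35, adjusted p = 0.000524 from limma) and *Snord58b* of 3.77. The chemokine gene *Ccl17* (2.55) and *Depp1*, a gene induced by FOXO factors (2.58), were also among them. Among the largest decreases were those of digestive enzyme genes of the pancreas, *Ctrl* (-4.75), *Try4* (-4.50), *Cpa1* (-4.38) and *Clps* (-4.29), which had log2 expression of 10.47, 11.31, 10.70 and 10.29 on anti-VEGF array 1. After quantile normalisation *Depp1* had 2.41 (adjusted p = 0.0572) and *Try4* had -4.24 (adjusted p = 0.0504).
Among the lists of signals and cell states, 8 of 15 angiogenic factors other than VEGF rose and 2 fell (3 fell when adjusted over the list alone). Among those that rose were the ephrin gene *Efnb2* (1.57) and *Adm*, which encodes a vasodilator (0.92). Of 5 VEGF ligands and receptors 2 rose, among them the placental growth factor gene *Pgf* (1.17), and 1 fell. Of 15 cell cycle genes 9 rose and none fell, including *Kif11* (1.76), *Mcm3* (1.31) and *Tyms* (0.91). Of 16 genes of oxidative phosphorylation 6 rose and none fell, among them *Ndufs1* (1.04). Of 21 interferon response genes 4 rose and 5 fell, and of 8 immune checkpoint genes 3 rose and none fell, among them *Havcr2* (1.76). Of 11 genes of the unfolded protein response 3 rose and 1 fell. In the lists of immediate early genes (14), epithelial-mesenchymal transition (12) and MHC class I (5), 3, 5 and 2 genes rose and none fell.
Adjusted over the list alone, 4 genes of oxidative phosphorylation, 3 of epithelial-mesenchymal transition and 2 of the interferon response rose, 4 of the interferon response fell, and the other counts were the same. The camera test gave an adjusted p of 1.89e-05 for the cell cycle, 0.000302 for oxidative phosphorylation, 0.002 for immediate early genes, 0.0028 for epithelial-mesenchymal transition, 0.00388 for angiogenic factors, 0.018 for the unfolded protein response and 0.0479 for MHC class I. It was 0.146 for checkpoint genes and 0.270 for both VEGF and interferon genes. Of the 10 lists, the scores of checkpoint genes (difference 0.0613, SAM permutation p = 0.000897) and angiogenic factors (0.0406, permutation p = 0.0013) passed 0.005. With each array left out in turn the checkpoint score passed each time, and that of angiogenic factors missed without control 4 (permutation p = 0.0074). Both missed without the lowest tertile of genes by level (0.00774 and 0.00828). With an estimated correlation these 10 lists had an adjusted p of 0.406 or more. Of the 10, the interferon genes alone lay in the upper 2.5% of random lists matched on level (percentile 98.5).
Bright genes as a whole rose and acinar genes fell on the same arrays. After quantile normalisation none of the 10 lists passed, the directions of the unfolded protein, MHC class I and immediate early lists were reversed in the test (adjusted p = 0.342, 0.781 and 0.933), and none of the 9 cell cycle genes was still called higher. The log2 fold change was then 1.11 for *Tyms* (adjusted p = 0.0505), 1.41 for *Kif11* (0.0602) and 0.52 for *Mcm3* (0.0989), and *Pgf* had 0.86 (0.0512). With single arrays left out, the interferon genes that rose were 0 without anti-VEGF 3 or 4, 1 without control 1 or anti-VEGF 1 and 2 without anti-VEGF 2. Checkpoint genes that rose were 1 without anti-VEGF 2, 3 or 4, VEGF genes 1 without anti-VEGF 2 or 3, angiogenic factors 5 without anti-VEGF 3, unfolded protein genes 5 without control 4, and epithelial-mesenchymal genes 3 without control 1 or anti-VEGF 2, 3 or 4. The camera call of MHC class I ended without control 1, 3 or 4 or anti-VEGF 3 or 4 (highest adjusted p 0.145).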

Similar variations in gene expression were also observed in glioma xenografts (Supplementary Fig. S6b). Together, these results indicate that immunosuppression caused by hypoxia is the key to anti-VEGF resistance.

Anti-VEGF therapy and subsequent hypoxia induced GM-CSF expression (Fig. 2b–d), which promoted the differentiation and migration of MDSCs in the tumour microenvironment (Fig. 5a, b). GM-CSF has been reported as an immune activator that maintains the function of dendritic cells.^30^ On the other hand, reports have shown that GM-CSF inhibits lymphocyte activity through induction of MDSCs.^31,32^ We show that GM-CSF can potentiate the differentiation of myeloid cells into dendritic cells or MDSCs in the absence and presence of tumour supernatant, respectively (Fig. 5b). Morales J. K. et al. reported that GM-CSF in tumour supernatants of mammary tumour cell line (MMC cells), promoted the generation of MDSCs.^33^ Further investigation is required to identify the key factor to polarise undifferentiated myeloid cells towards MDSCs.

Expression of GM-CSF in ovarian cancer cell lines was upregulated via NF-κB signalling under hypoxic conditions. Although HIF-1α is the major transcriptional factor for several genes under hypoxic conditions, GM-CSF in ovarian cancer cell was not upregulated after treatment with CoCl_2_, which mimics hypoxia-stabilising HIF-1α protein (Supplementary Fig. S2b). Therefore, we believe that HIF-1α does not contribute to the regulation of GM-CSF expression. A report showed that under hypoxic conditions, renal cell carcinoma cell lines induced the TNF-α signalling pathway via GM-CSF, CXCL2, CXCL3 and PTGS2.^34^ Interestingly, these signalling factors were also observed to be upregulated in the cytokine array after anti-VEGF treatment in this study. NF-κB subunits have been reported to bind to the promoter of GM-CSF,^35^ which supports our hypothesis that GM-CSF is regulated through the NF-κB pathway.

In addition to GM-CSF, anti-VEGF therapy induced expression changes in the levels of several cytokines such as CXCL2 and CCL2, which have been reported to be the chemoattractants for myeloid cells. We have shown that upregulation of CXCL2 expression through NF-kB signalling in ovarian cancer induces differentiation of MDSCs and immunosuppression.^36^ CXCL2 expression in ovarian cancer cells was also upregulated under hypoxic conditions; hence, we hypothesised that CXCL2 signal could be a key inducer of MDSCs following anti-VEGF treatment. However, a blockade of CXCL2 signal could not improve the efficacy of anti-VEGF antibody treatment (Supplementary Fig. S5a). CXCL2 is a specific inducer of Ly6G high granulocytic MDSCs (G-MDSCs), but not of Ly6C high monocytic MDSCs (M-MDSCs). Several reports showed that both of these populations possess immunosuppressive ability,^37,38^ and here, we show that both populations showed an increase in percentage after anti-VEGF treatment (Supplementary Fig. S4). Since G-MDSCs are differentiated from M-MDSCs,^39^ we assume that targeting only G-MDSCs is not enough to improve the lymphocyte activity in tumour sites. Cytokines such as GM-CSF, CCL2 and CCL3, which are upregulated upon anti-VEGF treatment, are reported to act as inducers of dendritic cells. Several reports have shown that tumour-associated macrophage (TAM) is associated with resistance with bevacizumab therapy.^40,41^ In this study, we have analysed the numbers of CD11c + dendritic cells (DCs) and CD206 + F4/80 + TAMs after anti-VEGF treatment; however, there was no significant change in the population of DCs or TAMs (Supplementary Fig. S4). Taken together, M-MDSCs play a major role in immunosuppression after anti-VEGF therapy. MDSC counts or upregulation of GM-CSF and the related chemokines could be used as biomarkers of bevacizumab resistance, but the issue requires further investigation in clinical samples.

Anti-GM-CSF monotherapy was slightly effective in ovarian cancers, and the combination of anti-GM-CSF antibody with anti-VEGF antibody was found to be highly effective in this study (Fig. 6a, b). Although GM-CSF is reported to be a growth factor of tumour cells,^42^ we compared the proliferation of GM-CSF-depleted cells (HM-1 sh-Csf2 cells) with control cells by proliferation assay to find that there was no difference between growth of these cells (data not shown). GM-CSF might not directly affect the growth of ovarian cancer cells in this experiment. Constitutive expression of GM-CSF in the components of HM-1 tumour tissue might induce tumour-promoting MDSCs. The combination of anti-VEGF antibody with anti-GM-CSF antibody decreased MDSC count, and increased CD8 + cell number, indicating that anti-GM-CSF antibody improves tumour immunity. In a lymphocyte-deficient murine model, anti-GM-CSF antibody did not improve the efficacy of anti-VEGF antibody treatment, which verifies that GM-CSF behaves as an immunosuppressive factor. Together, the above data indicate that targeting GM-CSF or MDSCs has the potential to reverse resistance to anti-VEGF therapy.

Furthermore, upregulation of GM-CSF after anti-VEGF therapy was confirmed in resistant tumours. The change in GM-CSF protein level after bevacizumab therapy could be a predictive biomarker.

In conclusion, we showed that anti-VEGF antibody treatment induces tumour hypoxia, which increases the expression of GM-CSF in tumour cells. GM-CSF recruits and maintains MDSCs in tumour microenvironment and suppresses antitumour immunity, which causes resistance to anti-VEGF antibody. Treatment targeting MDSCs or GM-CSF could be a promising combination candidate to improve the efficacy of anti-VEGF antibody treatment.

## Supplementary information

Supplementary data

## Data Availability

Microarray datasets for this work are accessible on Gene Expression Omnibus website. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115944).

# Supplementary material for: Anti-VEGF therapy resistance in ovarian cancer is caused by GM-CSF-induced myeloid-derived suppressor cell recruitment
**Source:** Br J Cancer. 2020 Jan 14;122(6):778–88. doi: 10.1038/s41416-019-0725-x
**Supplement:** Supplementary file 1 — Supplementary data

**Supplementary Figures**

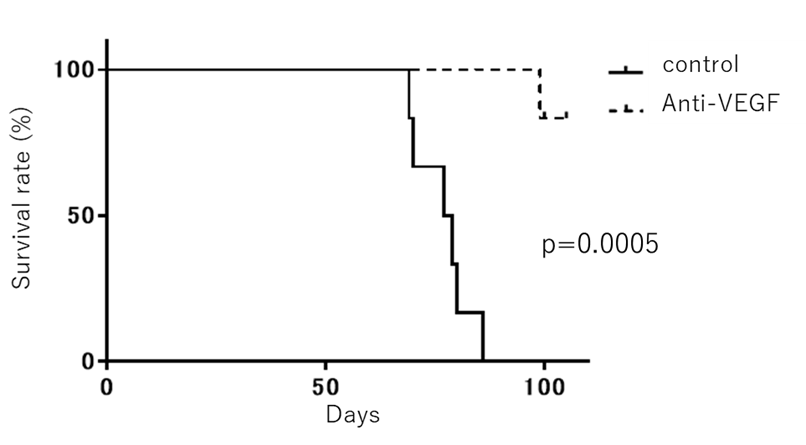

**Supplementary Figure S1.**

Survival analysis of C57/BL6 mice bearing ID8-GFP peritoneal tumor treated with anti-VEGF antibody or Rat IgG control(n=6). **P<0.005.

**
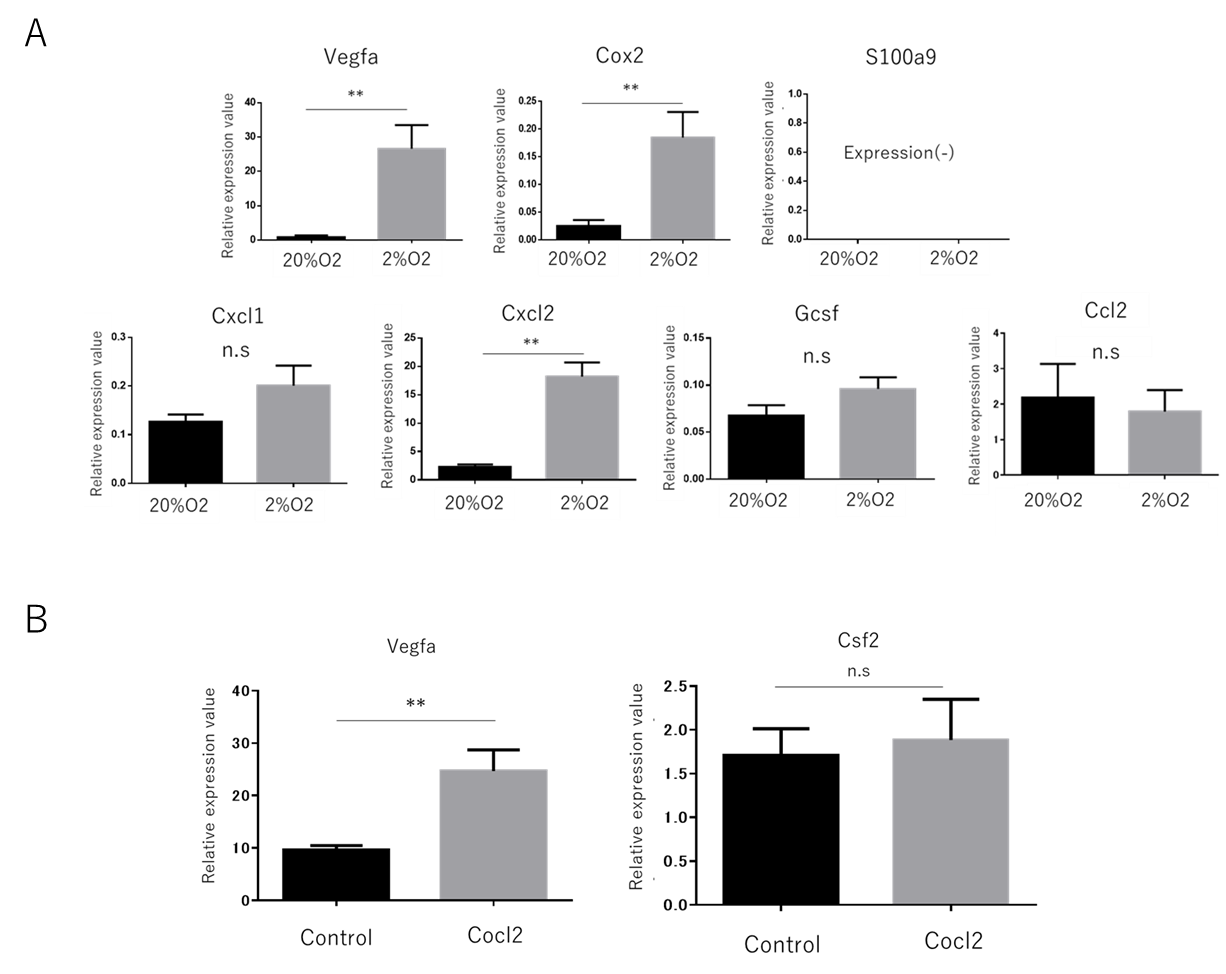
**

**Supplementary Figure S2.**

1. Quantitative PCR analysis of HM-1 cells cultured under normoxic condition(20%O2) or hypoxic condition(2%O2). Data are represented as mean ± SE (n=5)　*p<0.05 **p<0.005.

(B) Quantitative PCR analysis of HM-1 cells cultured in the medium supplemented with or without Cocl2 solution. Data are represented as mean ± SE (n=5)　**p<0.005.

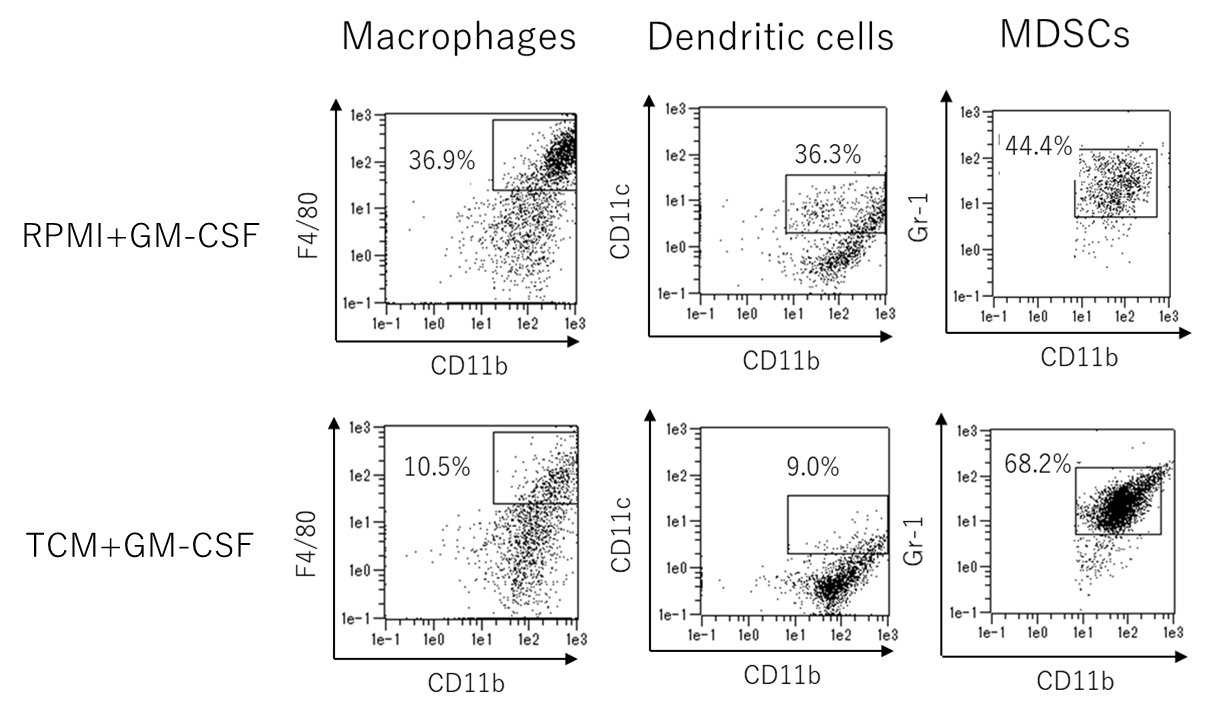

**Supplementary Figure S3.**

Flow cytometric analysis of in-vitro induced myeloid cell populations. Total myeloid cells were gated for CD45+. CD11b+F4/80+ cells indicate Macrophages. CD11b+ CD11c+ cells indicate Dendritic cells. CD11b+ Gr-1+ populations indicate MDSCs.

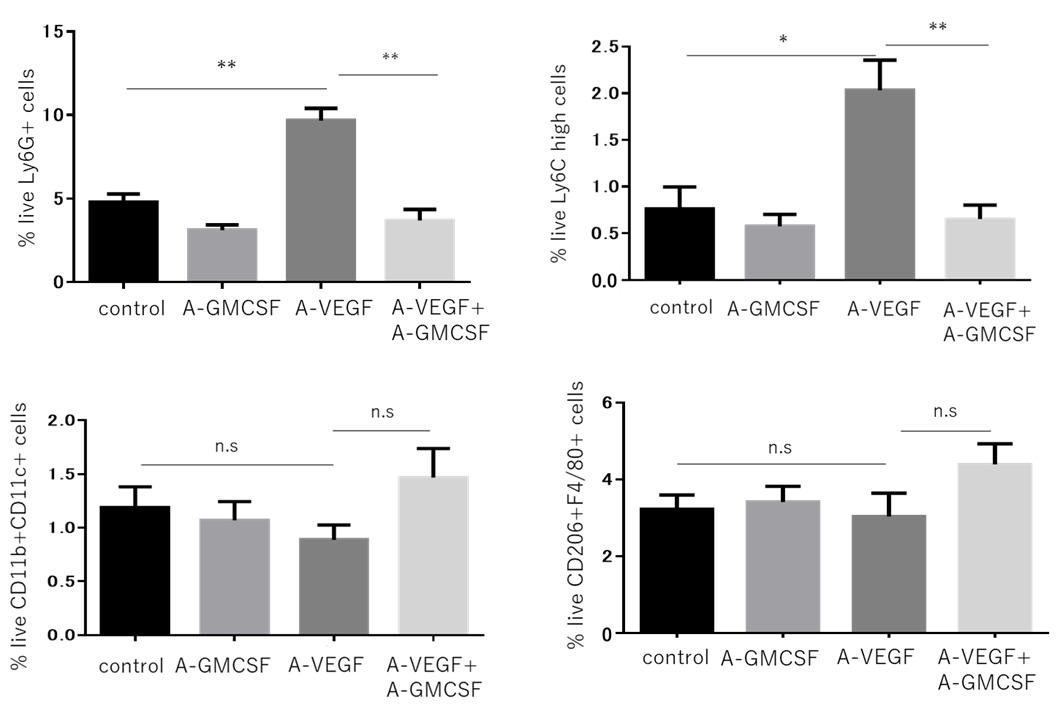

**Supplementary Figure S4.**

Flow cytometric analysis of HM-1 tumors treated with alone or combination of anti-VEGF antibody and anti-GM-CSF antibody. Data are represented as mean ± SE (n=6). *p<0.05 **p<0.005. Data are represented as mean ± SE (n=6)

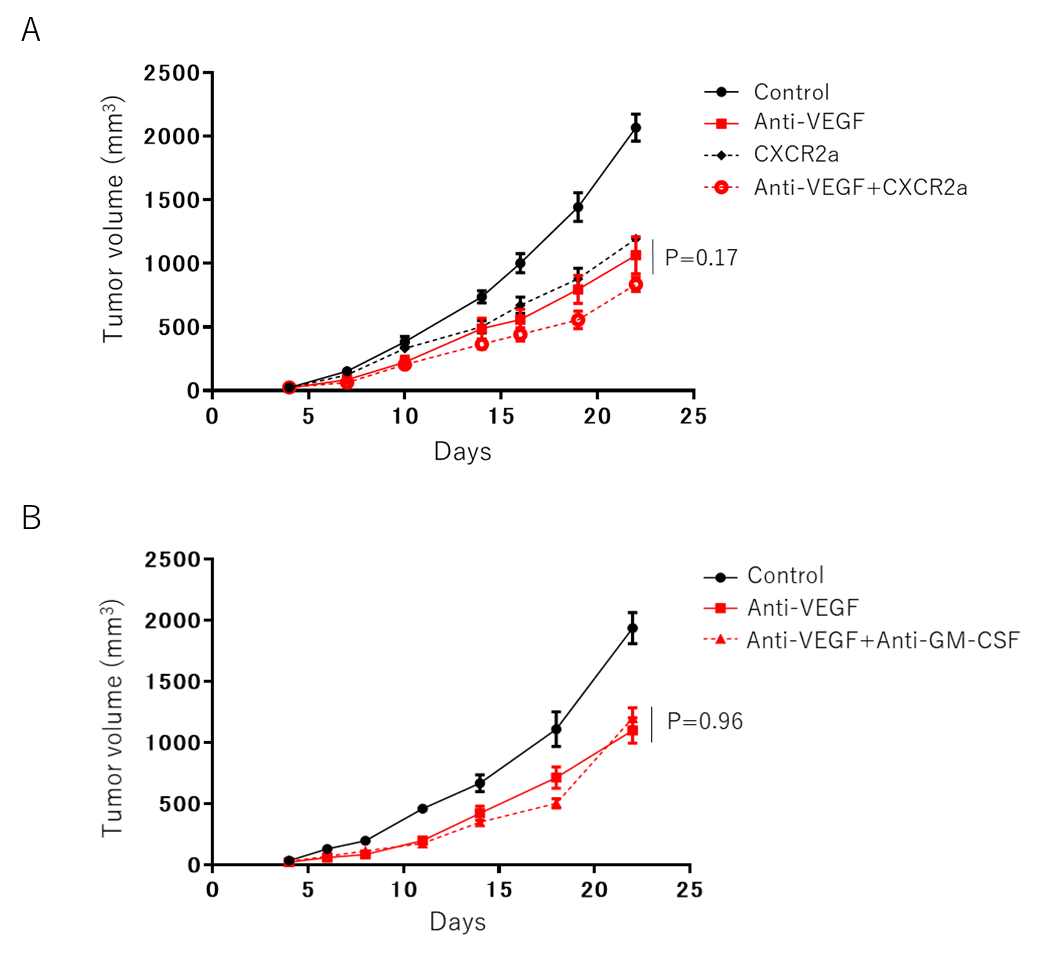

**Supplementary Figure S5.**

(A)The growth curve of HM-1 subcutaneous tumors under different treatments as indicated: control (Rat IgG), aVEGF(5mg/kg), CXCR2a (2mg/kg), combination of anti-VEGF antibody and CXCR2 antagonist. Data are represented as mean ± SE (n=6)

(B) Growth curves of HM-1 tumors in CD-1 Nude mice under different treatments as indicated: control (Rat IgG), anti-VEGF, anti-VEGF+anti-GM-CSF. Data are represented as mean ± SEM (n=6).

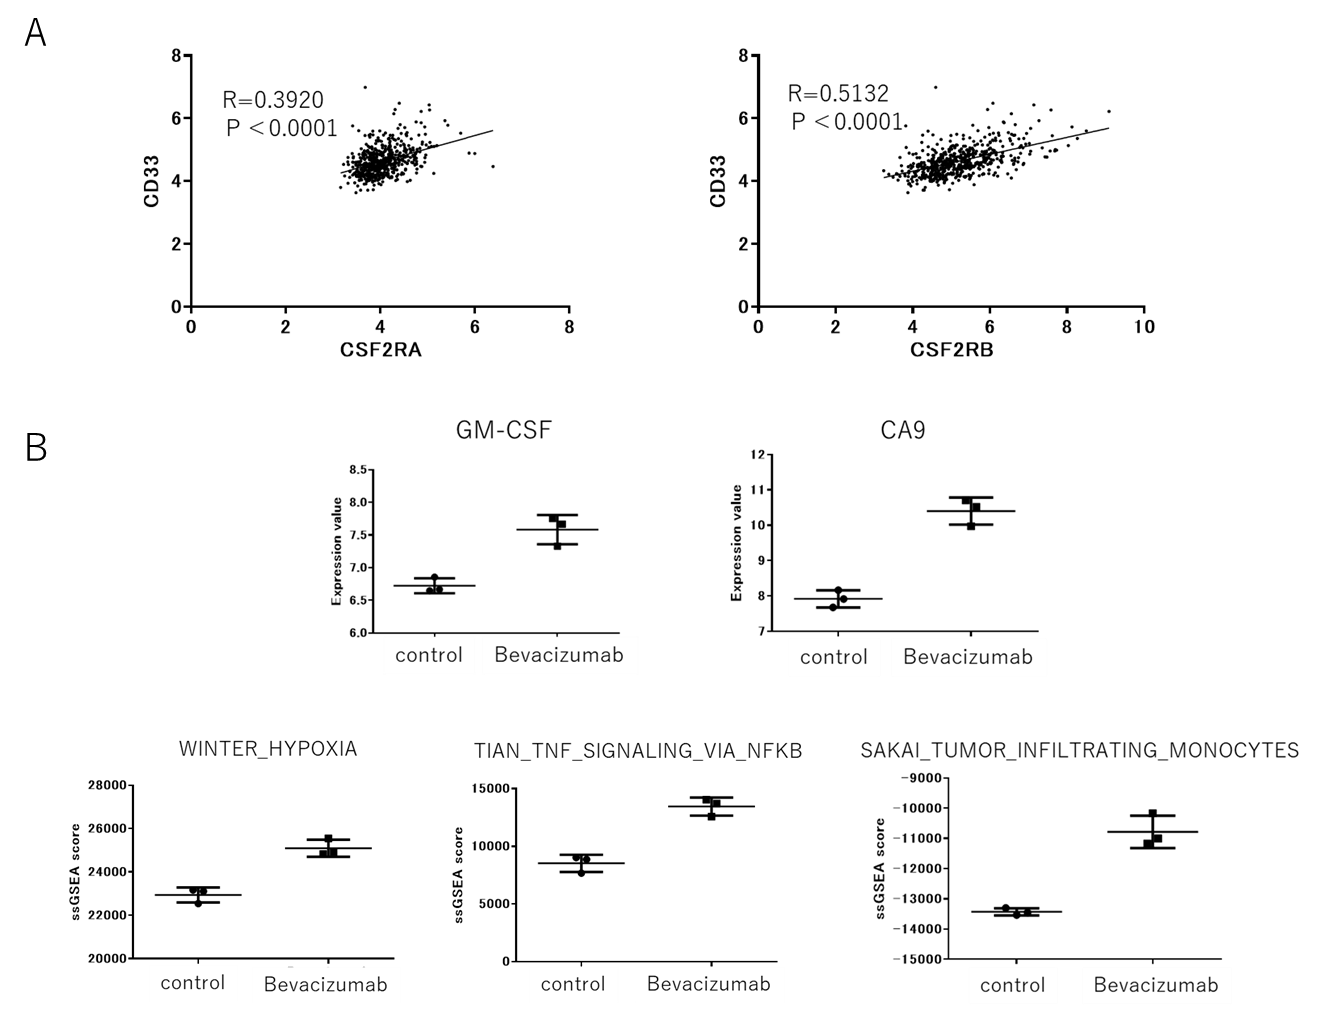

**Supplementary Figure S6.**

(A) Correlation analysis of gene expression values of CD33 and CSF2 receptors in ovarian cancer tissues in TCGA dataset.

(B) Analysis of gene expression microarray of glioma xenografts treated with or without

Bevacizumab deposited at GSE37956. Data are represented as mean ± SE (n=3)

**Supplementary Table S1.**

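Pathway scores of the 8 HM-1 tumours were computed here for 600 mouse Reactome sets with 10 to 500 measured genes. Reactome is one of the sources of the MSigDB collection that the study scored. At a SAM permutation p under 0.005, pooled over all sets, the score of 54 sets was higher with anti-VEGF antibody and that of 31 sets was lower. Sets of DNA repair and of the cell cycle were among the higher ones. DNA Damage Bypass, the copying of damaged DNA, had a score difference of 0.0862 (14 of 17 genes rose, 1 fell, permutation p = 0.00139). DNA Repair had a difference of 0.0659 (28 of 47 rose, 2 fell, permutation p = 0.00381), Telomere Maintenance of 0.0800 (9 of 16 rose, 2 fell, permutation p = 0.00121) and Cell Cycle of 0.0446 (102 of 183 rose, 17 fell, permutation p = 0.00431). Assembly of the primary cilium, the sensory projection of the cell, had a difference of 0.0663 (32 of 59 rose, 4 fell, permutation p = 0.00256). Cellular responses to stress had a difference of 0.0372 (64 of 94 rose, 9 fell, permutation p = 0.00305). The median log2 fold change of the genes of each of these 6 sets lay in the upper 2.5% of random sets matched on level, as it did for 19 of the 54 higher sets.
Of 15 sets named for hypoxia, NF-κB, interleukins, cytokines or chemokines, 6 had a Benjamini-Hochberg value under 0.05 and 1 was higher at a permutation p under 0.005, Signaling by Interleukins (0.0529, 21 of 36 rose, 3 fell, permutation p = 0.00426). Cellular response to hypoxia had a difference of 0.0534 (10 of 12 rose, 1 fell, permutation p = 0.0061), and Interleukin-1 signaling of 0.0590 (9 of 15 rose, none fell, permutation p = 0.00902). The median log2 fold change of 4 of the 15 lay in the upper 2.5% of random sets matched on level, among them Cellular response to hypoxia (percentile 99.6), while Signaling by Interleukins lay at 93.7 and Interleukin-1 signaling at 57.0.
The lower sets included 13 of signalling by fibroblast growth factor receptors. Among these was FGFR4 ligand binding and activation (-0.0763, 7 of 11 fell, none rose, permutation p = 0.000269). Potassium Channels was also lower (-0.0414, 29 of 54 fell, 3 rose, permutation p = 0.000807). Dim genes fell as a whole on these arrays, 3500 of 3879 in the tertile with the lowest mean level. The lower sets are not set beside random sets matched on level here. Their counts of genes that fell therefore do not show a change beyond the trend with level. Activation of Matrix Metalloproteinases was lower by its score (-0.147, permutation p = 0.00296), and 20 of its 38 members were digestive protease genes of the pancreas and kallikrein genes. Without these 20 its difference was 0.0353 (two-sided exact p = 0.0286). Without the same 20 genes, Degradation of the extracellular matrix, which was also lower (-0.0955, permutation p = 0.00184), had a difference of -0.00105 (two-sided exact p = 0.743).
Adjusted over the 600 sets, 196 had a Benjamini-Hochberg value under 0.05. The sets share genes, so their number is not a number of independent findings, and 29 to 83 sets passed when 1 array was left out. With the replicate number as a block 21 sets passed, and with the acinar level as a covariate, chosen after seeing the data, 6 did at an unadjusted limma p under 0.005. The acinar level and the spread of the arrays differ between the groups.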

The list of pathway scores of HM-1 tumors treated with anti-VEGF antibody or Rat IgG control.

**Supplementary Table S2.**

Protein expression profiles of HM-1 tumor lysates treated with anti-VEGF antibody or Rat IgG control.

How the deposited data were processed for this re-analysis (not part of the article)

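RNA of 8 subcutaneous HM-1 tumours was measured on Affymetrix mouse transcriptome arrays, 4 tumours of mice given rat IgG and 4 of mice given anti-VEGF antibody, with 1 array per tumour. The authors deposited log2 values made by robust multi-array average normalisation, which corrects the background, quantile-normalises the arrays at the probe level and summarises probes on the log2 scale. The paper names R for this step, and the submitters' processing notes list RMA and Transcriptome Analysis Console. The deposited table has 13266 probe sets. No array was left out. The paper names no pairing of the tumours. The correlations of same-numbered arrays' deviations were 0.190, 0.125, -0.0372 and 0.163, and control 1 and 4 matched their own number best and control 2 and 3 other numbers, so the replicate numbers were not taken as pairs. Arrays give no counts, so depth is not a measure here, and the signal of dim genes over the background limits what can be seen.

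Probe sets were named from the platform annotation, with 422 symbols updated through the RefSeq gene table, in which 11583 probe sets were found. Of the probe sets, 11713 had 1 symbol, 787 several and 766 none. Only those with 1 symbol were named or tested, and a gene with several was represented by the one with the highest mean, which gave 11636 genes. Genes outside these, among them *Csf2rb*, *Vegfa*, *Ccl2*, *Il1b*, *Tnf*, *Nfkb1*, *Pecam1* and *Cd3e*, were not analysed here. No filter on dim genes was applied in the main setting.

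Genes were tested with limma 3.58.1 (lmFit and eBayes, trend and robust off) in R 4.3.3, with treatment as the only term and Benjamini-Hochberg adjustment over all genes, at a threshold of 0.05. Before the data were examined, 40 gene lists were written by hand, of which the 37 with at least 4 measured genes were tested with limma's camera at a preset correlation of 0.01. Written genes that were not among those tested are not in the counts. How the deposited probe sets were chosen is not stated, so the counts may not stand for the whole of a list. Beside these tests stand camera with an estimated correlation and fry, which tests whether a list's genes move one way on balance. Lists of the GM-CSF axis, lymphatic vessels and erythroid cells had too few measured genes. The median of each list was set beside 10000 random lists of the same size, matched on mean level in 50 bins, which was chosen after seeing the data. The random genes were drawn independently. The percentiles therefore do not allow for correlation between the genes of a list, and they are not adjusted for the number of lists.

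Pathway scores were computed by ssGSEA with a weight of 0.25 over the lists and over mouse Reactome sets (taken from fgsea 1.28.0) with 10 to 500 measured genes. The groups were compared by the SAM statistic with all 70 assignments of the arrays, pooled over all sets, at the p of 0.005 that the paper states, and by a two-sided exact permutation test. The pooled values include those of the real assignment, so a SAM p also reflects the rank of a set among all sets. The paper scored the c2 collection of MSigDB, which was not used here. For score differences, 1000 random lists matched on level were drawn, their genes again independently.

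Named genes were fixed by a rule before the data were examined. The rule took the genes that the paper names in its mouse experiments, the 10 largest increases and the 10 largest decreases among genes that passed and whose groups did not overlap, and up to 4 genes of smallest p in each list. The text names part of these. The alternatives were quantile normalisation again, centring each array on the median, leaving out the lowest tertile of genes by level or the genes below the median level, the mean of all probe sets, a replicate block, each array left out in turn, eBayes with trend and robust, SAM in place of limma, a 2-fold threshold, array weights, an estimated correlation, fry, limma on the scores, unweighted ranks, mean z-scores and SAM over the lists alone. Cyclic loess and the acinar level as a covariate were added after seeing the data, as were lists of pancreatic acinar, islet, liver, intestine and salivary genes and linear models of 1 value per array on treatment and acinar level, with 95% confidence intervals.

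The scripts were tested on simulated data for this comparison, with 50 genes changed at each of 4 sizes. limma recovered 48 of 50 genes changed by 2 on the log2 scale, 44 of 50 at 1.5, 23 of 50 at 1 and 2 of 50 at 0.5, and called 7 of 11436 unchanged genes. Of 20 sets shifted by 1, SAM and camera each called 20, and of 637 other sets they called 7 and 1. The simulated genes varied independently of each other and had no trend with level. These counts therefore do not test the preset correlation of camera, or SAM, under the conditions of the real arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.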

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

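The tests of explanations in this part were chosen after the result was seen, except that of the islet genes, while quantile normalisation, the estimated correlation and the camera test that some of them use had been planned. The bounds of 2 of them, pancreatic RNA as a source of the receptor and of the neutrophil difference, were changed 2 times after earlier values had been seen, the last time to a 95% confidence interval over the arrays set before these fits were run, and both stayed open. The bound for a treatment effect on acinar genes was made stricter after its values had been seen, which left it open.

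The first pattern is that dim genes fell and bright genes rose on the anti-VEGF arrays. The real grouping called 7647 genes and the highest of the other 34 splits called 0. So 1 of 35 splits reached the count, the smallest share that 4 arrays against 4 allow. This argues against chance for the number of changed genes. The other splits each mix arrays of both groups, whose spread differs. The count therefore does not separate changed genes from that difference in spread, and does not test the trend with level. Olfactory and vomeronasal receptor genes, which a tumour is not expected to transcribe, had a median log2 fold change of -1.2952. This argues against a treatment effect on transcription as the source of the fall of dim genes. It fits a narrower range of the control arrays, such as RNA or hybridisation quality could give. No measure of either quality was available, and the receptor genes are themselves dim, so their fall is part of the pattern. With the acinar level of each array as a covariate, the arrays' receptor medians differed by -1.2915 between the groups (95% confidence interval -2.18 to -0.406), and 801 of 1269 receptor genes differed at an unadjusted limma p under 0.05. These values go against pancreatic RNA in the control samples as the whole source. It stays open because the interval does not lie below the bound of -0.5 and, without anti-VEGF array 1, holds 0 (-3.82 to 0.055). A treatment effect on the bright genes stays open, since 26.499% of the higher genes of the brightest tertile were still higher after quantile normalisation.

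The second pattern is the level of pancreatic acinar genes, of which all 26 measured fell in the group comparison (median -4.22), while anti-VEGF array 1 had a mean of 9.06 and anti-VEGF array 2 of 4.21. A treatment effect on acinar genes stays open. The range of this mean among the anti-VEGF arrays was 4.8589, above the difference of 3.62 between the group means (exact permutation p = 0.0571), but without anti-VEGF array 1 the range was 2.35 and the difference 4.60. The lowest correlation of anti-VEGF array 1 with other anti-VEGF arrays, 0.97585, was above its highest with a control, 0.970, which goes against a mislabelled control. The margin is small, and control 4 correlated more with anti-VEGF array 1 (0.970) than with any control (at most 0.959). The correlations therefore do not settle the label. Pancreatic tissue RNA in some samples may be a source, but the islet genes differed by only 0.26822 between anti-VEGF array 1 and arrays 2 and 3, between the bounds set before the test, beside at most 0.213 for liver, intestine and salivary genes. In the group comparison 1 of 10 islet, 1 of 15 liver, 0 of 10 intestine and 0 of 7 salivary genes rose, and 5, 10, 6 and 5 fell, with medians of -0.51, -0.54, -0.60 and -1.08.

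The last pattern is that neutrophil markers rose with anti-VEGF antibody. Their median lay at percentile 99.89 of level-matched random lists, which argues against the trend with level alone. The random lists do not allow for correlation between the markers. Above genes of the same level on the same array they were higher by 0.529 (exact permutation p = 0.0286), and by 0.43812 with the acinar level as a covariate (95% confidence interval -0.0666 to 0.943). With the covariate the macrophage, T cell, endothelial and fibroblast lists differed by -0.217, -0.0970, -0.131 and -0.158, each with an interval that holds 0, and the camera test of the neutrophil list still gave an adjusted p of 0.00453, while its score (difference 0.1025, unadjusted p = 0.0163 from limma) missed 0.005. The list's median log2 fold change was 0.578 with the covariate and 0.540 without. Pancreatic RNA diluting the tumour RNA of the controls stays open because the interval of the neutrophil list holds 0, although without control 4 it does not (0.0077 to 0.959). Without anti-VEGF array 1 the difference was 0.876 (-0.133 to 1.89). After quantile normalisation the camera test gave an adjusted p of 0.0022774 and after cyclic loess 0.0112, but with an estimated correlation 0.406. A treatment effect on neutrophils may be at work and cannot be told apart from the difference between the arrays, since that difference goes with the treatment.

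Single arrays stood apart from the other 3 of their group in 18 of 242 groups tested by Dixon's ratio, where chance gives about 1 in 20. On anti-VEGF array 1 these were the genes Havcr2 (5.73), Kif11 (6.81), Pgam1 (9.67), Ptgs2 (5.76) and Tyms (5.60), and the scores of the IL-1 pathway (0.3719), tumour epithelial markers (0.2462), VEGF ligands and receptors (0.1435), immune checkpoint genes (0.1412) and epithelial-mesenchymal transition (0.3485). On anti-VEGF array 4 they were Retnlg (7.33) and Snord72 (9.265). On control array 3 they were Ly6c2 (5.53), Pgam1 (7.965), Snord72 (3.74) and the score of NK cell markers (-0.1661). Cldn7 stood apart on control array 1 (6.35) and Mir684-1 on control array 4 (4.45).

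Small nucleolar RNA genes, which the paper does not discuss, rose in 19 of 60 cases and fell in 8, with a median log2 fold change of 0.43, and after quantile normalisation 11 rose and 8 fell (median 0.25). Of 439 microRNA genes 17 rose and 248 fell (median -0.76), and after quantile normalisation 20 rose and 40 fell.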

How the results depend on the processing

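Cyclic loess and the acinar covariate were chosen after seeing the data, and the other alternatives before the data were examined. The cause was not tested where a result below changed, except that left-out genes or arrays leave fewer to test. The count of changed genes (7647; 2220 higher, 5427 lower) was 1388 (870 and 518) after quantile normalisation, 2447 (1337 and 1110) after cyclic loess, 3601 (1093 and 2508) with a 2-fold threshold, 4019 without the lowest tertile of genes by level (1871 lower) and 2734 without those below the median level (695 lower). Centring on the median gave 3718 higher and 2786 lower. With the acinar covariate, whose level goes with the treatment, limma called 0 genes, 0 higher and 0 lower (4089 at an unadjusted p under 0.05). Other settings gave 5958 to 8459 genes, single arrays left out included. The 22 lists higher in camera became 3 after quantile normalisation, 1 after cyclic loess, 11 and 2 without the lowest tertile and without genes below the median, and 0 with an estimated correlation (0 at an unadjusted p under 0.05; fry called 11 up and 8 down).

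The 9 lists with a higher score became 2 without the lowest tertile, 2 without genes below the median, 2 after cyclic loess, 0 with the acinar covariate (where limma's unadjusted p stood in for that of SAM; camera called 17 lists there), 14 with limma on the scores, 5 with SAM over the lists alone and 4 to 8 without single arrays (4 without control 3 or anti-VEGF 3 or 4, 5 without anti-VEGF 2). The 85 Reactome sets became 6 with the covariate, 199 with limma on the scores and 29 to 83 without single arrays (42, 29, 30 and 31 without anti-VEGF 1 to 4). Score differences that no longer passed were, for HIF-1α regulation, 0.0799 and 0.0798 without the lowest tertile and without genes below the median, 0.0477 after cyclic loess, 0.0643 with the covariate and 0.0623 with SAM over the lists alone. For IL-10 they were 0.00748, 0.000109, 0.0366, 0.0349 and 0.0424, and 0.774 as mean z-scores. For IL-1 they were 0.0687, 0.0920, 0.0448, 0.0545 and 0.0619. For TNFR1 they were 0.0741 without genes below the median, 0.0632 with the covariate and 1.06 as z-scores. The HIF pathway (0.0259) passed with limma on the scores, at an adjusted p under 0.05. Without single arrays the differences ranged from 0.0503 to 0.0765 for HIF-1α regulation (not past without control 2 or 3 or any anti-VEGF array), 0.0385 to 0.0487 for IL-10 (not past without control 2 or 3 or anti-VEGF 2, 3 or 4) and 0.0521 to 0.0728 for IL-1 (not past without control 1 or 3 or any anti-VEGF array). Quantile normalisation and centring keep the ranks within an array, so they say nothing about the scores.

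Of 164 genes fixed by the rule, 22 changed direction after quantile normalisation and 29 after cyclic loess, 0 of them at an adjusted limma p under 0.05 there. Among genes named in the text, directions reversed after quantile normalisation for Cd3d (0.26), Cxcl3 (-0.31), Il10 (0.056), Jun (-0.050) and Kdr (0.083), and in camera for the MHC class I (adjusted p = 0.781), unfolded protein (0.342) and immediate early (0.933) lists. After cyclic loess they reversed for Actb (-0.10), Cd3d (0.25), Cxcl3 (-0.39), Il10 (0.077), Jun (-0.10), Kdr (0.057) and Krt18 (-0.14) and for the lists of NF-κB targets (adjusted p = 0.850), MHC class I (0.635), unfolded protein (0.269), oxidative phosphorylation (0.893), immediate early genes (0.717) and epithelial-mesenchymal transition (0.700). With the acinar covariate Try4 reversed (0.25). Without single arrays the highest adjusted p was over 0.05 for the genes Epo (0.131), Cd3d (0.107), Il1a (0.102), Angpt2 (0.0975), Cd5 (0.0609), Cxcl3 (0.0575) and S100a8 (0.0515) and in camera for the MHC class I (0.145), pericyte (0.0847), IL-10 (0.0693) and HIF pathway (0.0563) lists. Epo kept its call without control 4 or anti-VEGF 1.

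With the replicate block limma called 7563 genes and camera 20 lists, 4 lists and 21 Reactome sets passed in the scores, and HIF-1α regulation (0.0623), IL-10 (0.0424) and IL-1 (0.0619) did not. Calls that the block also ended were those of Epo (adjusted p = 0.0731) and Il1a (0.0571), the camera tests of IL-10 and MHC class I (0.0532 each) and the scores of NK cell markers and angiogenic factors (permutation p = 0.0171 and 0.0126). The wide range of dim genes' background limits what the arrays show below the middle tertile.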

Differences from the paper's values

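Of the paper's stated values only the 4 arrays per group have a counterpart in the deposited table, and these match.

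The paper marks a HIF pathway and an NF-κB pathway among those past its SAM threshold in Fig. 2a. Here both scored higher in every anti-VEGF tumour, with permutation p of 0.00556 for HIF and 0.0354 for NF-κB against the same threshold of 0.005, and the other 4 pathways marked there passed. The lists used here are not copies of the MSigDB sets, and the paper pooled its test over another collection. With limma on the scores, an alternative set before the data were examined, the HIF pathway passed an adjusted p of 0.05 (0.0243) and the NF-κB pathway did not (0.0755). The HIF pathway missed 0.005 with unweighted ranks, mean z-scores and SAM over the lists alone (permutation p = 0.0180, 0.219 and 0.0170 by SAM). So did the NF-κB pathway (0.0204, 0.00673 and 0.0680). Both also missed it with each of the arrays left out in turn.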

Other observations

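Markers of neutrophils, monocytes and macrophages were higher in tumours treated with anti-VEGF antibody on the deposited scale, in bulk tissue that gives no cell counts. Some lymphocyte markers were lower, but no lymphocyte list passed the camera test. Fry, which does not compare a list with the other genes, called the T cell, cytotoxic, NK and B cell lists down (adjusted p = 0.0209 each). It also called the mast cell, keratinocyte, muscle and adipocyte lists down. The lists were fixed in advance, and their percentiles among level-matched lists were computed after. Of 20 markers of neutrophils and granulocytic MDSCs, 10 rose and 3 fell at an adjusted p under 0.05 from limma, and 5 rose and 1 fell both before and after quantile normalisation. Those that rose included the calprotectin genes S100a8 (log2 fold change 1.73) and S100a9 (1.44), the collagenase gene Mmp8 (1.64), Stfa2l1 (1.39) and Retnlg (1.40). Ly6g, which encodes an antigen of Gr-1 antibodies, had a value of 0.29 (limma adjusted p = 0.212), and of 1.02 (0.0177) after quantile normalisation. Itgam, which encodes CD11b, rose by 1.68, Cd33 by 1.37, Ly6c1 by 0.91 and Ly6c2 by 1.39. Itgax, which encodes CD11c, had a value of 0.20 (adjusted p = 0.347). Of 15 myeloid chemoattractants 7 rose and 1 fell, at percentile 99.59 of matched lists, among them Cxcl2 (0.69), Cxcl3 (0.59, but -0.31 after quantile normalisation) and Ccl8 (1.42), while Ccl3 had 0.22 (adjusted p = 0.281), and 0.48 (0.0436) after quantile normalisation. After quantile normalisation the change of S100a8 was 1.91 (limma adjusted p = 0.107), of S100a9 1.28 (0.0641) and of Folr2 1.07 (0.0622), which all missed 0.05. So did Cd33 (0.58, 0.0665), Ly6c1 (0.20, 0.436), Ly6c2 (0.69, 0.128) and Cxcl2 (0.39, 0.413). Of 15 monocyte markers 8 rose and none fell, and of 13 macrophage markers 8 rose and 1 fell, among them the scavenger receptor gene Cd163 (2.04) and Folr2 (1.67). The monocyte list lay at percentile 94.95 and the macrophage list at 66.0 of matched lists, and after quantile normalisation 1 gene of each was higher and the camera test gave an adjusted p of 0.144 and 0.342. Scores of neutrophils (0.188 against 0.0896) and chemoattractants (0.192 against 0.0941) were higher at a SAM permutation p of 0.00135 and 0.00229, though not without control 3 (0.00655 and 0.0101), and the chemoattractants also not without anti-VEGF 1, 3 or 4. Both scores missed 0.005 without genes below the median level (permutation p = 0.00565 and 0.0104) and after cyclic loess (0.00794 and 0.0070). The neutrophil score also missed it without the lowest tertile of genes by level (0.00511). The score of NK cell markers was also higher (-0.102 against -0.145, SAM permutation p = 0.00211), but not past 0.005 without control 4 or anti-VEGF 2, 3 or 4. With single arrays left out, 5 macrophage markers rose without anti-VEGF 2, 3 or 4, and the calls of S100a8 (without control 1, limma adjusted p = 0.0515) and Cxcl3 (without anti-VEGF 4, 0.0575) ended.

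Of 7 T cell markers measured, from 23 written, 5 fell and none rose. Among them were Cd5 (-0.55) and Cd3d (-0.45, but 0.26 after quantile normalisation), and Cd8a fell by 1.03. Genes of this low level fell as a whole, and the T cell list lay at percentile 61.0 of matched lists. Of 11 cytotoxic effector genes 7 fell, of 7 NK cell markers 4, of 9 B cell markers 3 (1 adjusted over the list alone), of 9 mast cell and eosinophil markers 5 (6) and of 10 dendritic cell markers 3 (1), and none rose in these lists. After quantile normalisation none of these lists had a gene that fell, and the NK list had 1 that rose. Of 19 endothelial markers 1 rose, Angpt2 (0.44), and 3 fell, among them Esm1 (-0.94) and Sox17 (-0.66), with 0 and 2 adjusted over the list alone. Kdr had a value of -0.19 (adjusted p = 0.416; 0.083 after quantile normalisation). Of 12 pericyte markers 3 rose, among them Abcc9 (1.36), and 2 fell (1 adjusted over the list alone). Of 10 fibroblast and matrix genes 4 rose (3), among them Mmp13 (2.18) and Ogn (1.70), and none fell. Of 11 tumour epithelial markers 4 rose, among them Msln (1.39) and Krt8 (0.86), and 3 fell, among them Cldn7 (-1.02). None of 11 keratinocyte, 1 of 11 muscle and 1 of 9 adipocyte markers rose, and 3 (2), 4 and 6 fell. After quantile normalisation Cd8a had -0.65 (limma adjusted p = 0.160), Cd5 -0.53 (0.231), Esm1 -0.15 (0.430), Sox17 -0.18 (0.403) and Msln 0.48 (0.178). The camera test gave an adjusted p of 0.00102 for neutrophil, 0.0028 for monocyte, 0.000515 for macrophage, 0.00808 for chemoattractant, 0.0479 for pericyte and 0.00074 for fibroblast genes. It was 0.235 or more for the T cell, cytotoxic, NK, B, mast, dendritic, endothelial, epithelial, keratinocyte, muscle and adipocyte lists. With an estimated correlation all 17 had 0.406 or more. With single arrays left out, the calls of Angpt2 and Cd5 ended without anti-VEGF 2, 3 or 4 (highest limma adjusted p 0.0975 and 0.0609), that of Cd3d without control 1 or 4 or anti-VEGF 2, 3 or 4 (0.107), and the camera call of pericyte genes without control 1, 3 or 4 or anti-VEGF 3 or 4 (0.0847). Of the endothelial genes 2 rose without anti-VEGF 1 and 0 without anti-VEGF 2, 3 or 4, 1 B cell and 1 mast cell gene rose without anti-VEGF 1, and 5 pericyte and 7 fibroblast genes rose without control 2.

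Csf2, the gene of GM-CSF, had a log2 expression of 4.68 ± 0.21 (SD, n = 4) with anti-VEGF antibody and 5.07 ± 0.27 in controls, a log2 fold change of -0.39 (standard error 0.19, limma adjusted p = 0.0909), and of -0.050 after quantile normalisation. On the deposited scale, all genes of the same level had a median of -0.43. The paper gives no value of Csf2 from these arrays. Its GM-CSF values from mouse tumours, serum and ascites are of protein, and its PCR values of the RNA are from cultured cells. Csf2ra had a value of -0.0071 (adjusted p = 0.977), and of -0.84 (0.0214) after quantile normalisation. Of 27 measured genes of the proteins on the cytokine membrane 5 rose and 10 fell (camera adjusted p = 0.677), and after quantile normalisation 3 rose and 1 fell. On the deposited scale 3 rose without anti-VEGF 3 or 4. Actb rose by 0.59, had 0.84 (limma adjusted p = 0.0278) after quantile normalisation and -0.10 after cyclic loess.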
